# A Semi-Supervised Method for Predicting Transcription Factor–Gene Interactions in *Escherichia coli*

**DOI:** 10.1371/journal.pcbi.1000044

**Published:** 2008-03-28

**Authors:** Jason Ernst, Qasim K. Beg, Krin A. Kay, Gábor Balázsi, Zoltán N. Oltvai, Ziv Bar-Joseph

## Abstract

While *Escherichia coli* has one of the most comprehensive datasets of experimentally verified transcriptional regulatory interactions of any organism, it is still far from complete. This presents a problem when trying to combine gene expression and regulatory interactions to model transcriptional regulatory networks. Using the available regulatory interactions to predict new interactions may lead to better coverage and more accurate models. Here, we develop SEREND (SEmi-supervised REgulatory Network Discoverer), a semi-supervised learning method that uses a curated database of verified transcriptional factor–gene interactions, DNA sequence binding motifs, and a compendium of gene expression data in order to make thousands of new predictions about transcription factor–gene interactions, including whether the transcription factor activates or represses the gene. Using genome-wide binding datasets for several transcription factors, we demonstrate that our semi-supervised classification strategy improves the prediction of targets for a given transcription factor. To further demonstrate the utility of our inferred interactions, we generated a new microarray gene expression dataset for the aerobic to anaerobic shift response in *E. coli*. We used our inferred interactions with the verified interactions to reconstruct a dynamic regulatory network for this response. The network reconstructed when using our inferred interactions was better able to correctly identify known regulators and suggested additional activators and repressors as having important roles during the aerobic–anaerobic shift interface.

## Author Summary

The proper functioning of transcriptional gene regulation is essential for all living organisms. Several diseases are associated with loss of appropriate transcriptional regulation. Even in relatively simple organisms, such as the bacterium *E. coli*, response to environmental stress is a complex and highly regulated process. This process is controlled by a set of transcription factors that causes an increase or decrease in the expression levels of their target's gene. However, identifying the set of targets regulated by each of these factors remains a challenge. Even after decades of experimental research on *E. coli,* only a quarter of all gene products have a known regulator. Here, we develop a method that extends the known set of regulator–target relationships with additional predictions. Our method utilizes the DNA sequence control code and expression levels of known targets in a variety of conditions, as well as genes for which it is not known if they are targets of a specific regulator. We show that our method more accurately identifies true targets of known regulators than previous methods suggested for this task. We then applied our predictions to identify active regulators involved in the dynamic response that occurs in *E. coli* when it is deprived of oxygen.

## Introduction

Decades of research on the bacterium *Escherichia coli* have led to the accumulation of a large knowledge base about transcriptional regulation within this prokaryotic model organism. Researchers have electronically encoded in databases (such as EcoCyc and RegulonDB) thousands of activation and repression relationships among transcription factors (TFs) and genes [1]–[3]. However, while *E. coli* has one of the most comprehensive datasets of experimentally verified transcriptional regulatory interactions of any organism, it is still far from complete. For instance, the experimentally verified and curated TF-gene interactions provides regulatory relationships for only approximately 1000 genes, which is well below the more than 4000 genes predicted to be present in *E. coli*. This relatively low coverage of the experimentally verified and curated interaction network presents a challenge when attempting to reconstruct the active regulatory network for a condition of interest based on microarray gene expression data. When analyzing microarray experiments, researchers often need information about the set of genes predicted or known to be regulated by various TFs. This information can then be used to determine the influence of the TFs in the condition of interest by indirectly observing the activity of the regulated genes, even for cases in which the TF is post-transcriptionally regulated [4]–[6].

A traditional computational approach to identify additional gene targets of a TF, which has been applied to *E. coli*, is to characterize the DNA sequence binding preferences of a TF based on an alignment of known binding sites of the TF, and then use this alignment to scan the promoter region of genes for sites matching the preferences [7]. In some cases researchers have used conservation as an additional filter [8]–[10] or extended the alignment based approach using a biophysical based model [11]. While it has been shown that for some TFs in *E. coli* the presence of a motif can be highly predictive of true binding [12], for other TFs the motif pattern is more degenerate leading to reduced accuracy. An additional limitation in *E. coli*, where genes are organized into transcriptional units and many TFs function as both activators and repressors [2], is that motif scanning only determines the binding site location, which is not sufficient to determine if a specific binding site is being used to activate or repress a specific gene [13].

Another approach researchers have taken to predicting TF-gene interactions utilizes just mRNA expression data by evaluating whether the expression level of the TF and the target gene are consistent with a regulatory relationship. Faith et al. [14] surveyed and evaluated a number of these methods using a compendium of *E*. coli gene expression data. They also introduced a new method for this task: The context likelihood of relatedness (CLR) which extends Relevance Networks [15]. CLR was found to be the top performing method by Faith et al. at recovering known interactions. Other methods considered by Faith et al. include ARACNe [16], Bayesian Networks [17] and linear regression networks. The Relevance Network approach directly ranks TF-gene interactions based on a statistical measure such as the correlation coefficient or mutual information of the expression profile pairs. CLR extends Relevance Networks by considering the distribution of values obtained by the statistical measure for all pairs involving the same TF or regulated gene. The authors found in their evaluation that for CLR and Relevance Networks the best results were obtained using mutual information and the square of the correlation coefficient, respectively. As these methods predict network interactions exclusively from expression data this provides the advantage of being broadly applicable to organisms for which prior knowledge on gene regulation is limited. However in the case of *E. coli* these methods are unable to take advantage of known interactions or DNA sequence binding information to improve the accuracy of the predicted interactions. In particular these methods can only identify interactions for factors that are transcriptionally regulated, which may lead to missing many interactions for post-transcriptionally regulated factors.

In this paper we introduce a new method, SEREND (SEmi-supervised REgulatory Network Discoverer), to predict TF-gene regulatory interactions in *E. coli* (Figure 1). SEREND is an iterative semi-supervised computational prediction method that takes advantage of known regulatory interactions in *E. coli* and extends them by leveraging TF sequence binding affinities and a compendium of expression data. Similar to other methods [4]–[6] SEREND does not assume that a TF is necessarily transcriptionally regulated. Instead SEREND uses expression data in the context of known or predicted TF-gene interactions. However, these previous methods assume a fixed set of TF-gene interactions, while the purpose of SEREND is to predict additional TF-gene interactions. These predictions can later be used as input to these other methods, as we demonstrate for one method on a new expression dataset. Other methods performed iterative analysis as SEREND does here [18],[19]. However, unlike SEREND, which focuses on classification, the goal of these prior methods was clustering or gene set module identification leading to different treatment for the features used and different meanings for the resulting sets. Another method [20] used curated interactions and expression data along with Gene Ontology (GO) and phylogenic similarity to predict additional gene targets, but did not use an iterative or semi-supervised approach or motif information as we do here. We chose for our method not to use GO annotations in generating predictions giving us the advantage of being able to use GO for an unbiased assessment of the functional role of predicted targets.

**Figure 1:**
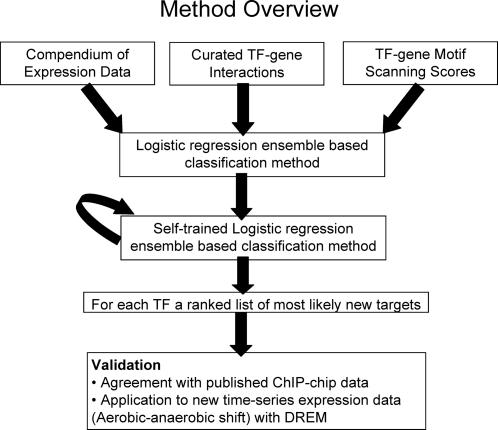
Method overview. SEREND takes as input a compendium of expression data [14], a curated set of *E. coli* TF–gene interactions with direct evidence [1], and scores for TF–gene motif association based on the PWMs present in RegulonDB [2]. SEREND uses a logistic regression ensemble-based classification method where all non-confirmed targets were initially treated as unregulated by the TF. SEREND then relaxed this assumption using a self-training method. We evaluated the ranked predictions of SEREND using published ChIP-chip data, and by combining SEREND's predictions with a new set of time series gene expression data on aerobic-anaerobic shift response in *E. coli*.

In evaluating SEREND, we first establish that SEREND can successfully recover many direct gene targets implicated in chromatin immuno-precipitation (ChIP)-chip experiments and compare its ability to do so with other methods. To further test the predictive capability of SEREND and to assess the functional relevance of the newly-predicted TF-gene interactions, we combine them with new temporal microarray gene expression data obtained during the switch from aerobic to anaerobic growth conditions in *E. coli*. For this we use a recently introduced computational method, Dynamic Regulatory Events Miner (DREM) [4], that allows us to analyze and model the dynamics of the transcriptional regulatory network in response to this environmental change. As we show, the reconstructed network response agrees well with known responses during the *E. coli* aerobic-anaerobic switch. Moreover, by using the new TF-gene interactions predicted by SEREND, DREM is also able to suggest additional TFs as controlling different stages of the aerobic-anaerobic switch response in *E. coli*.

## Results

### Ranking New Predictions for a TF

Figure 1 outlines our strategy to generate ranked predictions of additional targets of a TF, including the direction of the interaction (activator or as a repressor). We first extracted from EcoCyc 11.5 all genomic targets of TFs among the 4205 genes that we considered that have been validated by direct experimental evidence (see Materials and Methods). We also extracted the directions of these interactions. This gave us 1760 interactions corresponding to 123 TFs and 974 genes. See Table S1 for the distribution of the number of confirmed targets across TFs. We also obtained the expression value of all the genes across a diverse set of 445 experimental conditions based on a previously assembled compendium including genetic knockout experiments, overexpression experiments, and environmental stress conditions [14]. Finally for 71 of the 123 TFs we obtained a sequence binding affinity matrix from RegulonDB. We used these matrices to determine a score for the maximum agreement of the TF with a potential binding site at the promoter region of each gene (see Material and Methods). For the remaining 52 TFs the motif score was set to a constant 0, but otherwise the method remains the same.

We next used these features to obtain a ranked prediction of new interactions for each TF. Our method, SEREND, would first train two logistic regression classifiers for each TF. The first classifier uses the expression compendium to predict whether a gene is activated by, is repressed by, or is not a target of the TF. A challenge in training such a classifier is that there is no available list of genes which are confirmed not to be targets of the TF (negative information). SEREND initially sets the label for all genes without confirmed evidence in EcoCyc to not being regulated by the TF, though later the method will revisit these assignments. The second classifier uses motif information, specifically the score of the best binding site of the TF for each gene. The motif classifier labels are binary, denoting whether a gene is a target of the TF or not. Initially these labels also correspond to whether or not there is direct evidence in EcoCyc supporting the interaction. These two classifiers are then combined using a third “meta” logistic regression classifier. The reason we had SEREND keep the two sets of features separate initially is because of the large number of expression features, as opposed to the single motif feature. A classifier that directly uses both motif and expression data would likely be vastly emphasizing the expression data, whereas by combining the two classifiers SEREND can learn accurate weights independent of the available features. This approach is similar to ensemble methods such as stacking [21] and mixture of experts [22].

As we noted above, to generate a negative set SEREND used all genes without a direct evidence annotation in EcoCyc. While a vast majority of the genes in this set are indeed not regulated by the TF, some are real targets that have not been discovered to date. We thus had SEREND modify the labels for some of these genes using a type of semi-supervised classification method called self-training [23]. Semi-supervised methods of classification use unlabeled data in conjunction with labeled data to improve classification (Figure 2). The self-training method of SEREND would change the label of genes from not being regulated by a TF to being regulated by the TF if the probability with which the meta-classifier classifies the gene for being regulated by the TF was sufficiently higher than expected (see Materials and Methods). The method then combined these new target predictions with the targets from the previous iteration and used them in a new iteration to re-train a classifier and repeated the process until convergence (no labels changed during an iteration).

**Figure 2:**
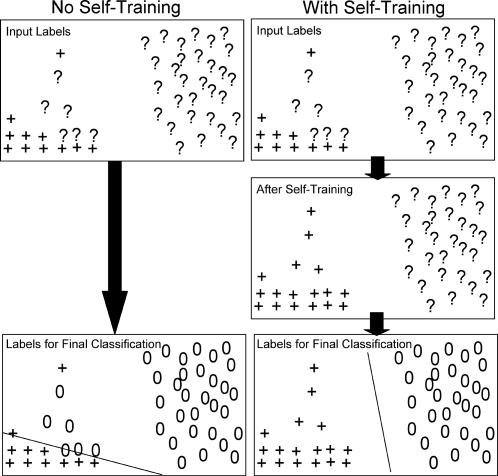
Motivating the self-training method. We abstractly represent the space of expression feature values in two dimensions (though in reality they form a high-dimensional space). The symbol (+) represents an activated target of the TF and the symbol (?) represents genes for which we have no information for this TF. In this example, the ?s on the left side of the rectangles are actually true targets of the TF, while those on the right are not. Without self-training we assume all unknown genes are unregulated by the TF (denoted by “0”) when forming our final classification boundaries. On the right, the self-training procedure would change the labels of some of the unknown genes to being activated targets of the TF before the final classification, which leads to a better classification boundary.

On the Supporting Website, we provide for each TF the rank ordering of all genes including activator or repressor prediction labels. In Table 1, we present SEREND's top prediction for the 25 TFs with the most curated targets in our input set. We note that six of these predictions are already curated in EcoCyc based on indirect experimental evidence (this information was not used when training). We also provide in Table 1 brief comments on many of these interactions based on a literature search. In a number of cases we found additional evidence to support the predictions, including in some cases direct evidence that is not presently curated into EcoCyc.

**Table 1:** Top gene predictions.

TF	Gene	Prediction Direction	EcoCyc Indirect	CLR Network	Tractor DB	Comments
CRP	b1498, *ydeN*	1			Yes	Also implicated based on conserved motif analysis in [10]
IHF	b1748, *astC*	1				DNaseI footprinting evidence [58]
Fis	b3864, *spf*	1				ChIP-chip signal peak in promoter region that did not meet stringent threshold [25]
FNR	b1256, *ompW*	1	1		Yes	LacZ reporter with mutant evidence [33]; evidence from microarray expression of mutant [28]
ArcA	b2210, *mqo*	−1				LacZ reporter with mutant evidence [59]
H-NS	b1951, *rcsA*	−1	−1			LacZ reporter with mutant evidence [60]; ChIP-chip evidence [27]
NarL	b1588, *ynfF*	−1			Yes	Evidence from microarray expression data of NarXL mutant [28]
Lrp	b1480, *sra*	−1				Gel shift assay and site-directed mutagenesis evidence confirmed binding, regulates neighboring gene [61]
ModE	b1223, *narK*	1				DNaseI footprinting evidence of binding, but hypothesis binding is used to regulate neighboring gene [43]
CpxR	b2252, *ais*	−1				
ArgR	b0860, *artJ*	−1	−1			Microarray and RTq-PCR expression evidence [62]
FruR	b2168, *fruK*	−1	−1		Yes	Confirmed with direct binding evidence in *Salmonella typhimurium* [63]
NarP	b1224, *narG*	1				
FlhDC	b1070, *flgN*	1	1	Yes		Confirmed with direct binding evidence in *Proteus mirabilis* [64]
IscR	b1901, *araF*	−1				
Fur	b1452, *yncE*	−1			Yes	Evidence from microarray expression of mutant [65]
PurR	b1849, *purT*	−1			Yes	LacZ reporter with mutant evidence [66]
CysB	b2762, *cysH*	1	1			Confirmed with direct binding evidence in *Salmonella typhimurium* [67]
PhoB	b4068, *yjcH*	1				
NagC	b2677, *proV*	−1				
FhlA	b1924, *fliD*	1				
LexA	b1061, *dinI*	−1		Yes	Yes	Gel shift assay and site-directed mutagenesis [68]; ChIP-chip evidence [12]
OxyR	b4367, *fhuF*	1				DNaseI footprinting evidence [69]
SoxS	b2530, *iscS*	1				
GadE	b3506, *slp*	1		Yes		Inferred from microarray expression analysis that gene is either directly regulated by GadE or by YdeO [70]

For each of the 25 TFs with the most curated direct evidence targets, the table shows the top prediction of SEREND of an additional gene target and whether the prediction is that the TF is an activator (“1”) or repressor (“−1”) of the gene. Also noted is whether the interaction is curated into EcoCyc based on indirect evidence, as well as whether the interaction is present in the CLR 60% confidence network [14] or Tractor DB [8]. CLR and Tractor DB do not specify activator or repressor relationships. The last column contains comments about literature evidence supporting the interaction.

### Evaluation of Predictions: Comparison with ChIP-chip Data

We initially focused our evaluation on the ability of methods to recover gene targets implicated in ChIP-chip experiments for five global regulators CRP [24], Fis [25], FNR [26], IHF [25], and H-NS [27]. For each of these we extracted the interactions that are not currently present in the EcoCyc database with direct evidence. As the authors of these papers only reported the genes immediately adjacent to or overlapping the signal peak, we extended their lists to include any gene sharing the same transcriptional unit based on the RegulonDB defined transcriptional units. We note that these sets of genes will not necessarily include all genes regulated by the TF. In some cases these TFs have been reported to bind at many places in the genome with a weaker and more ambiguous signal level than for the lists we are using [24],[25]. In other cases targets of a TF may not be recovered because of condition specific binding or technical limitations of the ChIP-chip protocol [26]. Despite these limitations, we still consider these lists to be a valuable resource for comparing methods aimed at identifying additional direct targets of a TF.

In Figure 3, we plot separately for each TF on the *x*-axis the number of gene predictions a method made up to either 500, or in the case of CRP 700, excluding predictions that already have direct evidence in EcoCyc. On the *y*-axis, we show the number of matches to the set of genes in our ChIP-chip defined gene set, for each number of predictions. We compare the predictions of SEREND to those that would be generated by it if it did not use the self-training procedure. We also compare these results to motif-based predictions and the previously reported predictions of the CLR method with mutual information [14]. As a baseline, we also compare the expected number of matches with a method that simply randomly orders the genes. In each graph, we plot a point representing the number of genes curated in EcoCyc to be a target of the TF based only on indirect evidence (e.g. gene expression data or presence of a binding site motif). For the FNR and CRP graphs we also compare to the Tractor DB method [8] and a prediction ordering we derived based on RegTransBase (see Materials and Methods), both methods use motif and conservation information. Tractor DB did not make any predictions for H-NS, IHF, and only one for Fis, and RegTransBase did not directly support these TFs.

**Figure 3:**
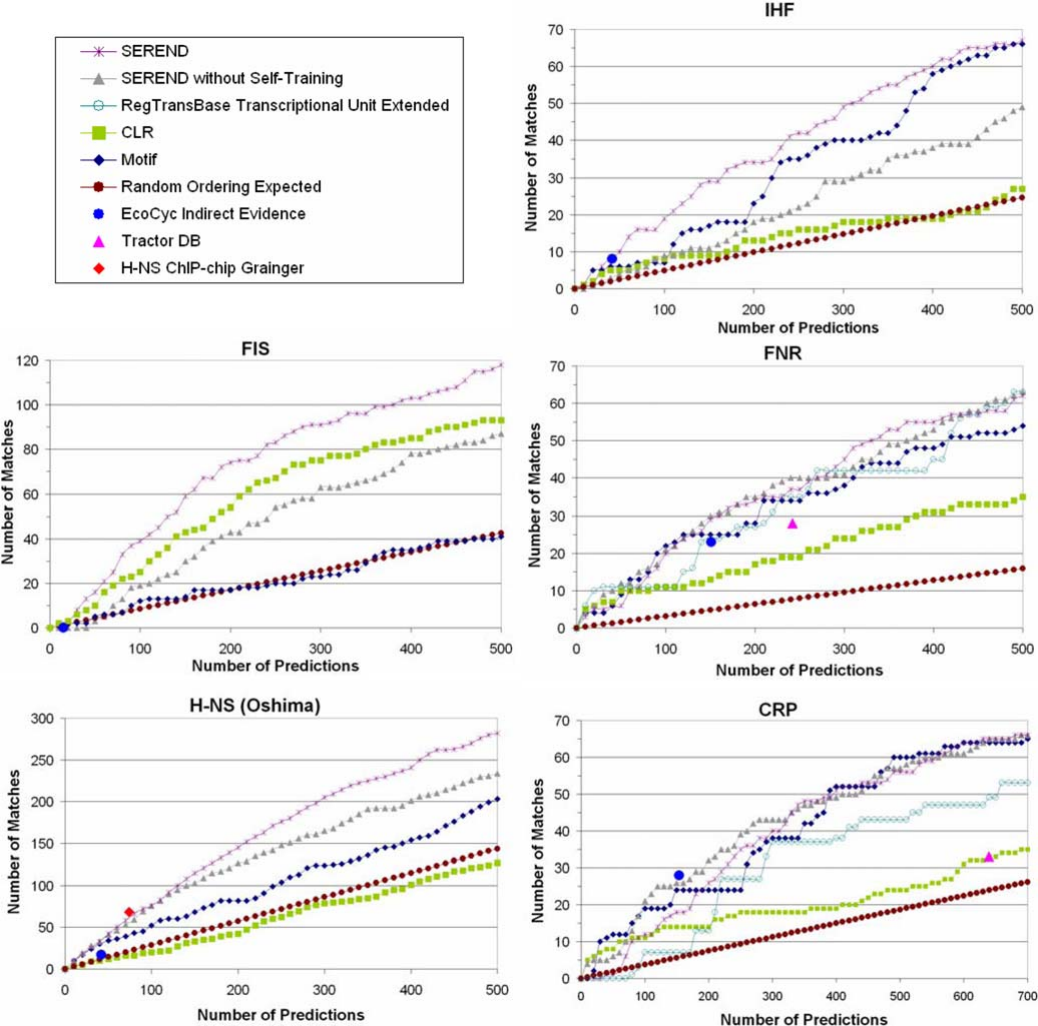
Comparison of methods to predict gene targets implicated in ChIP-chip experiments. The graphs show an evaluation of several methods in terms of predicting targets of the global regulators CRP [24], Fis [25], FNR [26], H-NS [27], and IHF [25] implicated by ChIP-chip experiments, but not curated into the EcoCyc database with direct evidence (see Materials and Methods). We compared SEREND to a version of SEREND without self-training, the CLR method [14], just using our motif values (Motif), and random predictions. We also compare at a single prediction level with the genes curated into EcoCyc from the literature as targets of the TF based on indirect evidence. For CRP and FNR we compare with the Tractor DB predictions [8] and predictions based on RegTransBase [9], and for H-NS with the results of a different ChIP-chip experiment [25]. The *x*-axis represents the number of predictions made by the method (excluding targets already in EcoCyc with direct evidence), and the *y*-axis represents the cumulative number of matches recovered. Note the *x*-axis scale for CRP and the *y*-axis scale for Fis and H-NS are different than the others.

As the charts in Figure 3 show, for Fis, IHF, and H-NS there is a sizeable improvement for SEREND derived from its use of the self-training procedure. For FNR the results of SEREND as compared to a version without the self-training procedure are about the same, and for CRP the version without self-training achieves more matches over the first several hundred predictions. For all TFs joint predictions based on expression and sequence are better than expected from randomly ordering genes. We found the motif scores to be significantly predictive of in-vivo binding for all but one of the TFs we looked at. Unlike the other TFs, for Fis higher motif scores were not associated with higher likelihood of binding. Combining the motif scores with expression data using SEREND led to a clear overall improvement in all cases except for CRP, where the relative performances varies depending on the number of predictions. Predictions based on RegTransBase [9] and the Tractor DB [8] method for identifying motif targets, both of which used conservation information about motifs, did not show overall improvement in recovering genes in the validation sets for FNR and CRP than just using our motif scores for genes, which does not consider motif conservation. Interestingly we note our predictions for H-NS are competitive with the set of targets reported by a second ChIP-chip experiment of [25], indicating that for this TF the quality of our predictions are within the tolerance expected from differences in laboratory experimental protocols and other experimental noise. The plots also indicate that in all cases except for CRP, SEREND either outperforms or is essentially equivalent to the literature curated interactions without direct evidence, and has the added benefit of allowing more flexibility in the number of predictions selected. See the Text S1 for extended versions of these plots including a comparison with Relevance Networks [15] using the square of the correlation coefficient, and knockout experiments for FNR [28].

### Biological Functional Analysis of Predicted Targets of Global Regulators

We used a GO enrichment analysis to characterize the biological functions of newly predicted targets of global regulators and then compared that with an analysis on the set of curated and verified targets. We performed the analysis based on UniProt GO annotations for *E. coli* (see Materials and Methods) for each of the seven TFs with the most targets in EcoCyc (ArcA, CRP, FIS, FNR, H-NS, IHF, and NarL). In Table 2 we list for each TF the top ranked GO category among its predicted targets along with the enrichment p-value, as well as the p-value for this category among the curated targets. We observe that for ArcA, CRP, and FNR the top ranked GO category based on the predicted targets is significant in the analysis on the curated targets, which was not the case for FIS, H-NS, IHF, and NarL. For FIS, the most significant GO category among the new predictions was the structural constituent of ribosome. FIS does have a known role in regulating ribosomal RNA genes [29], and among our newly predicted targets of FIS are a significant number of ribosomal proteins. For H-NS, its involvement in transposition has been previously demonstrated [30]. For IHF, the most significant category was the lipopolysaccharide biosynthetic and metabolic processes. The role of IHF in capsular polysaccharide biosynthesis has been previously discussed [31]. For NarL, the parent category of nickel ion binding in the GO hierarchy, transition metal ion binding, was highly significant among curated genes (p-val <10^−10^). See Text S1 for additional GO categories significant among either the predicted or curated gene sets. These results support the assignments made by SEREND and indicate that the newly predicted targets for most TFs can be used to correctly extend our understanding of the function of these TFs.

**Table 2:** Top GO categories for predicted gene sets.

TF	Top GO Category for Predicted Target	p-Value, Predicted Targets	p-Value, Curated Targets
ArcA	Cellular respiration	2×10^−10^	2×10^−15^
CRP	Carbohydrate transport	3×10^−14^	6×10^−25^
Fis	Structural constituent of ribosome	2×10^−33^	0.84
FNR	4 iron, 4 sulfur cluster binding	4×10^−3^	3×10^−14^
H-NS	Transposition, DNA-mediated	2×10^−4^	0.11
IHF	Lipopolysaccharide biosynthetic/metabolic process	4×10^−11^	1
NarL	Nickel ion binding	3×10^−7^	1

The table shows the most significant GO categories for new predicted gene targets for the TFs, with the most curated targets in EcoCyc. The table compares the enrichment p-value of this category for the newly predicted targets and the curated targets.

### Application to Aerobic–Anaerobic Shift

The above analysis with ChIP-chip data focused on establishing that SEREND's predictions are significantly over-represented within the set of direct binding targets of the TF. We also evaluated whether the gene expression level of SEREND's target predictions are consistent with that of known targets of these TFs. Additionally, we tested if the activator and repressor predictions are accurate for TFs that function in both roles. We performed this evaluation on new temporal microarray gene expression data (Gene Expression Omnibus accession GSE8323) that we generated for the shift from aerobic to anaerobic growth during steady state culture conditions of *E. coli* (see Material and Methods). In this bacterium, in response to the lack of oxygen in the growth medium, two TFs, FNR (fumarate-nitrate reductase regulator) and ArcA TFs (aerobic respiratory control), are known to be the master regulators of this response. 

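The expression data came from 11 two-color arrays, each of which compared a sample of a single chemostat culture with an aerobic standard collected before oxygen was shut off. The samples were taken at 0, 2, 5, 15, 25, 35, 45 and 55 min, and the 5, 25 and 55 min samples were each measured on 2 arrays as technical replicates. Since all samples came from 1 culture, there was no biological replicate of any time point. The technical replicate arrays were averaged and counted once unless stated otherwise. The authors deposited normalized log ratios for 4311 features per array, of which between 3630 (25 min replicate 1) and 4112 (35 min) had a value. The files state neither the scale nor the direction of the ratios. The values were read as log10 ratios, because 2093 features then passed the expression filter given in Materials and Methods, against 433 if they were natural logs and 141 if they were log2. The arrays of 5 min carried opposite dyes according to the deposited design description and correlated positively across features (r = 0.316), so the columns were taken as already turned to a single direction. The arrays of 25 min replicate 1 and 35 min, whose channel names give opposite dyes, also correlated positively (r = 0.824), a comparison made after the values were seen. Positive values were taken as higher expression in the culture sample than in the standard. This direction is likely but not stated: the lowest paths of Figure 5A move away from 0 earlier than the highest path, and in the files the features at the negative end also moved earlier than those at the positive end. The share of filtered features with a negative mean at 35, 45 and 55 min did not favour this direction. It was 50.6%, 56.2% with each array centred on its median and 49.6% against the aerobic standard. By the counts in Text S1, 41.0% of filtered genes were on the low path of the first split. The paths are not a split by sign, so these shares cannot decide the direction. The feature identifiers are not paired with gene names in the files, so named genes, GO categories and TF target sets were not analysed here, and all counts are of features. The number of arrays limits the precision of every value.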

FNR is a key regulator of respiration and it controls the transcription of many genes whose functions facilitate adaptation to growth under O_2_-limiting conditions [32]–[36]. Under microaerobic conditions, ArcA induces expression of several gene products of the central carbon metabolism, which are sensitive to lower levels of oxygen, and it represses many genes of aerobic respiration [37]–[39]. NarL and NarP are two other TFs known to be involved in the aerobic-anaerobic shift response, and both of them regulate expression of several operons in response to nitrates and nitrites during anaerobic respiration and fermentation [28],[40],[41]. However, while the roles of the TFs listed above have been well characterized in aerobic-anaerobic response, the identity and roles of some other TFs are less clear.

### Comparison of Predicted and Curated TF–Gene Interactions Using New Expression Data

To compare the set of interactions in the curated databases with the new targets predicted by SEREND, we first focused on expression values measured at the last sampled time point, 55 min after the shift from aerobic to anaerobic growth. 

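At 55 min, 3625 features had a log10 ratio relative to the 0 min time point, with a median of -0.0123 and an SD across features of 0.410. A total of 686 features (18.9%) were at or above 0.3 and 725 (20%) were at or below -0.3. Of the 3258 features measured on both arrays of this time point, 492 passed the upper threshold on both arrays and 550 passed the lower threshold on both, while 4 passed opposite thresholds. As ratios to the aerobic standard, the values of the 2 arrays correlated across 3446 features with r = 0.897, and the SD of their difference was 0.191. The threshold moved these counts most. At 0.4 there were 463 features up and 523 down, and at 0.2 there were 972 up and 1032 down. Among features measured at all time points and past 0.3 in the same direction at 25, 35 and 45 min too, REC05834 and REC05832 had the highest values at 55 min. REC05834 was at 2.02 and 2.35 on the 2 arrays, and REC05832 at 2.10 and 2.04. The lowest values belonged to REC06495, at -1.78 on both arrays, and to REC04520, at -1.75 and -1.70.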

Since these expression values were not used to generate our predictions they provide an unbiased test set for our predictions. We compared the average expression of the two sets of targets (curated and new predictions) for each TF activity mode (i.e., a factor and its influence as an activator or a repressor). In Figure 4, we plot the average expression of the two sets for the top 20 TF activity modes in terms of the number of new predictions (see Materials and Methods). We also plot a 95% confidence interval based on 10,000 randomizations for selecting sets of the same size as the new predictions (curated predictions confidence intervals were similar). 

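Random sets of the size of the new predictions in Table S1 were drawn 10000 times from the 3625 features with a 55 min value. For the 29 activated targets that Table S1 lists for NarP, 95% of the set averages lay between -0.153 and 0.145 on the log10 scale. The interval ran from -0.0572 to 0.0471 for the 224 activated targets of CRP, and from -0.0956 to 0.0845 for the 77 activated targets of FNR. It was widest among the modes of Figure 4 for the 15 repressed targets of FNR, from -0.214 to 0.208. Centring each array on its median moved the upper limit for CRP to 0.0267. The draws treat features as independent, whereas the mean of the 35, 45 and 55 min values correlated between features with adjacent identifiers (r = 0.418). The averages of the target sets themselves were not analysed here.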

Figure 4 illustrates a good agreement between the average expression of the curated targets and the newly predicted targets for this new expression dataset. We observe that the predicted and curated predictions completely agree on which are the top 8 most significantly upregulated gene sets and which are the top 5 most significantly downregulated gene sets. From Figure 4 we also observe that on average CRP, FNR, and IHF predicted activated targets had an induced expression level, while the predicted repressed targets had a repressed expression level.

**Figure 4:**
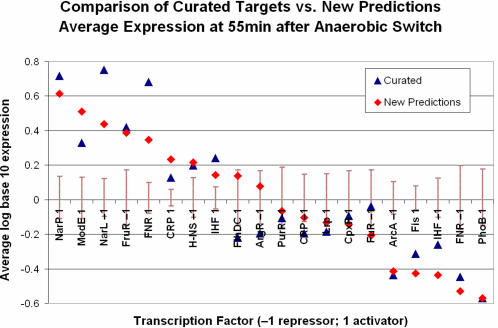
Transcription factor target set agreement between predicted and curated targets. The average expression values for TF regulatory modes (TF and activator or repressor relationship) among curated and new predicted targets at the 55-min time point of the new aerobic–anaerobic shift gene expression data are shown. Only the top 20 TF regulatory modes in terms of the number of new predictions are included. We excluded genes with dual annotations from the curated averages. We included genes in the predicted set averages for which we had a new prediction with regards to the mode of interaction (either because they were dual-annotated or SEREND predicted the opposite mode; this generally was for a small number of genes; see Table S1). For each TF regulatory mode, the graph also displays the 95% confidence interval based on 10,000 random draws of new predicted targets of the same size set. The graph shows that the average expression for a number of predicted TF target gene sets was significantly induced or repressed. The graph also shows a good agreement for most TF target gene sets between the curated and predicted sets, indicating the accuracy of the predictions.

### Dynamic Transcriptional Regulatory Map of the Aerobic–Anaerobic Condition

We next derived an annotated dynamic regulatory map for the *E. coli* aerobic-anaerobic shift response by combining the measured time series expression data with known interactions from EcoCyc that we extended with SEREND's new predictions. We used DREM [4] to derive the regulatory response network. DREM models gene regulation as a cascade of split events controlled by specific TFs. Split events are points in the time series where prior to the split genes have roughly the same expression levels, but after the split have separate expression distributions (Figure 5). By examining the set of genes assigned to different paths going out of a split, DREM labels these paths with the TFs controlling them including whether the TF regulates the genes as an activator or a repressor.

**Figure 5:**
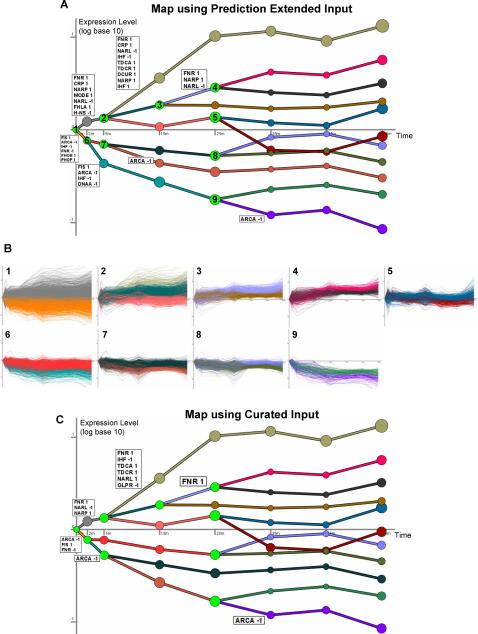
Inferred dynamic regulatory maps of *E. coli* response to the aerobic–anaerobic shift. (A) Dynamic regulatory map inferred by DREM by combining the new aerobic–anaerobic shift microarray gene expression data and our prediction-extended TF–gene interaction dataset. The numbered green nodes represent the split points. DREM assigned genes to their most likely path through the splits. Paths out of the splits are annotated with TF regulatory modes that are associated with genes assigned to the path at a score <10^−4^, and the annotations are ranked ordered using the score (see Text S2). A “1” after the TF symbol denotes activation mode and a “−1” denotes repression mode. The area of a node is proportional to the standard deviation of the expression of the genes traversing through that node. (B) The genes traversing through the nine splits are shown in (A). The number in the upper left of the plot corresponds to the number of the split. Genes are colored based on their path out of the split. (C) The DREM map inferred when using for the TF–gene input only curated interactions with direct evidence.

In Figure 5A we number the splits, and then in Figure 5B, we display for each split the corresponding genes assigned to a path originating from the split. The color of the genes in Figure 5B corresponds to the color in Figure 5A of the path out of the split to which DREM assigned them. The map indicates that by 2 min those genes that were eventually upregulated (gray-colored genes), already had a different distribution than those which were downregulated (orange-colored genes). 

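Features passing the expression filter were split by the sign of their mean log10 ratio at 35, 45 and 55 min relative to 0 min. Of the 2093 features, 195 without a value at 2 min or at all of these later time points were left out. At 2 min, the 937 features that were later up had a median of 0.103 (quartiles -0.0368 and 0.217), and the 961 that were later down had a median of -0.0944 (quartiles -0.192 and -0.0040). The 2 min value was above 0 for 69.5% of the former and 24.1% of the latter. The difference between the medians was 0.197, and the 2 min value correlated with the later value across features with r = 0.352, although features are not independent replicates. Both values were taken relative to the same 0 min array, which by itself produces such a difference. In 1000 simulations in which the 2 min values were shuffled among the features, the difference averaged 0.101 and the correlation 0.214, with 97.5th percentiles of 0.120 and 0.248. With the later values taken relative to the aerobic standard instead, the difference was 0.176 and the correlation was 0.232. The 0 min array then still entered the 2 min value and the filter that chose the features. With both values and the filter relative to the aerobic standard, the difference was 0.152 and the correlation 0.232. Over all measured features, without the filter on change relative to 0 min, the difference was 0.123. Both values were then still relative to the 0 min array. The simulations covered filtered features only, so there is no expectation to set 0.123 against. Turning the sign of the arrays whose standard carried Cy5, those of 0 and 2 min among them but none of the later ones used, gave -0.0670. There was 1 array each for 0 and 2 min, so the difference has no replicate check. On the 5 min arrays, the same difference varied between the technical replicates with an SD of 0.110.

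**Figure D1:**
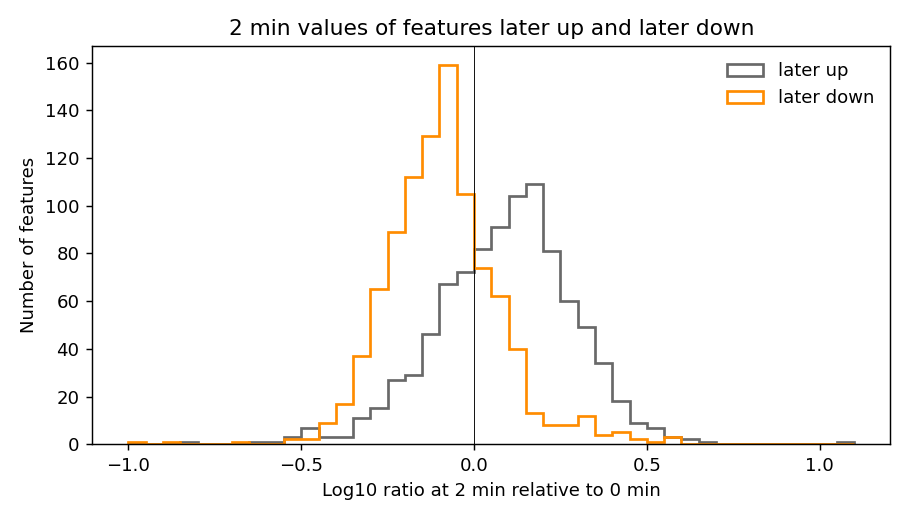
Distribution of the log10 ratio at 2 min relative to 0 min (x axis) as the number of features (y axis) for features later up (gray) and later down (orange). The later up features center on a median of 0.103 and the later down features on -0.0944, with overlap between them.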

Among GO categories, the upregulated genes were most enriched for carbohydrate transport (p-val <10^−8^), while the downregulated genes were most enriched for biosynthetic process genes (p-val <10^−30^) including translation genes (p-val <10^−24^). The map also indicates that between 5 min and 25 min there was a large change in expression distribution among the genes most activated and repressed in this condition. 

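Between 5 and 25 min the SD across features of the change in log10 ratio was 0.318, and 27.0% of 3945 features changed by at least 0.3. Averaging the replicate arrays lowers these values. Between single arrays of 5 and 25 min the SD lay between 0.342 and 0.369, and the share of features between 31.2% and 35.9%. The technical replicate arrays differed with an SD of 0.250 at 5 min, where 22.1% of features differed by at least 0.3, and of 0.221 at 25 min, where 12.3% did. To follow the most activated and repressed features, those measured on every array were ranked by a mean over the later arrays. These were the arrays of 35, 45 and 55 min, each counted once, so 55 min, with its replicate arrays, weighed more. The 134 features (5%) at either end were read at the earlier time points. The median of the most activated features was 0.0525 at 5 min and 0.720 at 25 min, and that of the most repressed features was -0.329 and -0.712. These are changes of 0.668 and -0.383. Their largest SDs between technical replicates, 0.0666 and 0.0581, cover the arrays alone and not the spread between samples or cultures. The 5 and 25 min arrays fell into different groups by their empty features, so the step also crosses this difference between arrays. Scaling each array to the same spread stretches the 5 min arrays and shrinks those of 25 min, and gave changes of 0.384 and -0.0940.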

The last split event in the map occurs 25 min after the response, and the paths remain mostly unchanged thereafter, indicating that by 35 min at the transcriptional level *E. coli* has adapted to the anaerobic conditions. This also suggests that the transitional events that have occurred between 0–35 min after switching to an anaerobic state are events associated with the microaerobic response. 

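The SD across features of the change between consecutive time points was 0.249 from 15 to 25 min, 0.205 from 25 to 35 min, 0.0991 from 35 to 45 min and 0.203 from 45 to 55 min. The share of features that changed by at least 0.3 was 19.9%, 12.2%, 1.16% and 11.8% in the same order. Averaging the replicate arrays lowers these values, so single arrays were also compared. The arrays of 25 min differed from that of 35 min with SDs of 0.222 and 0.227, against 0.221 between the technical replicates of 25 min, so by this measure the step was about the size of the replicate difference. The share of features past 0.3 was 15.3% and 14.7%, against 12.3% between the replicates. The arrays of 55 min differed from that of 45 min with SDs of 0.209 and 0.226, against 0.191 between the technical replicates of 55 min, and the share past 0.3 was 13.1% and 14.9% against 9.34%. The step from 35 to 45 min lay below all 3 replicate pairs by both measures. The replicate arrays of 25 min were on different platforms, as were those of 55 min, and those of 5 min carried opposite dyes. The replicate differences therefore include a platform or dye difference, and a step of their size cannot be called replicate noise alone. On the same platform but with opposite dyes, 25 min replicate 2 and the 35 min array differed with an SD of 0.227. The 35 and 45 min arrays shared the platform, the dye of the standard and the pattern of empty features, whereas the steps before and after crossed between patterns. Within the other pattern, the change between single arrays of 25 and 55 min had SDs from 0.248 to 0.279. These arrays carried the standard on opposite dyes and some pairs crossed platforms, so this change is not free of technical differences. To read the later values without choosing features on them, the 145 features (5% of 2903) at either end of 25 min replicate 1 were followed on the other arrays. The median of the activated features was 0.751 on 25 min replicate 2, 0.723 at 35 min, 0.626 at 45 min and 0.817 at 55 min. For the repressed features it was -0.704, -0.642, -0.573 and -0.754. The change of the activated features from 25 to 35 min, -0.0274, became 0.0198 with each array centred on its median. From the last split at 25 min and the paths that stay mostly unchanged after it, the paper reasons that by 35 min E. coli has adapted to the anaerobic conditions at the transcriptional level.

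**Figure D2:**
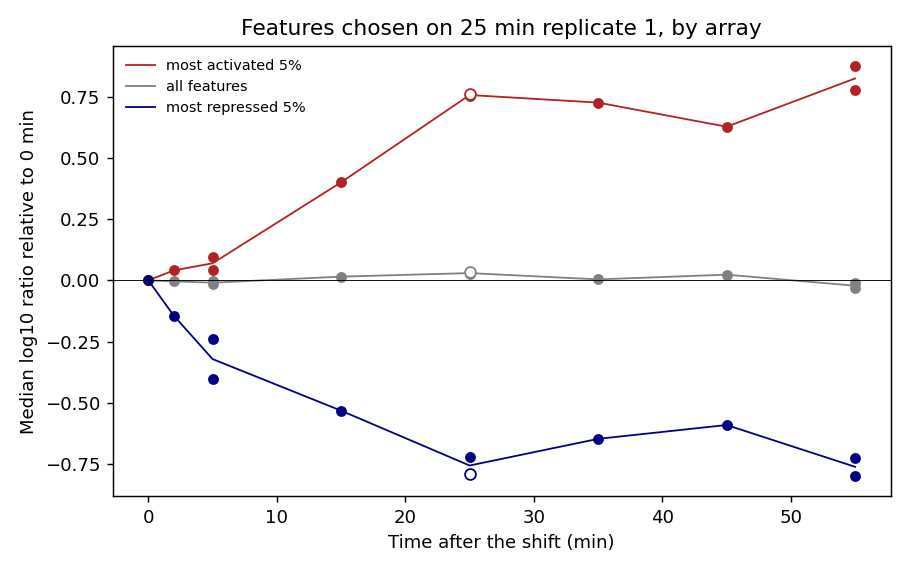
Median log10 ratio relative to 0 min (y axis) against time after the shift (x axis, min) for features measured on every array, with 1 point per array and lines through the mean of each time point. The 134 most activated (red) and 134 most repressed (blue) features were chosen on 25 min replicate 1 (open circles), and all features measured on every array are in gray. The activated features are at 0.401 at 15 min and 0.628 at 45 min.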

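Features at the ends of the later response moved by different amounts in the first samples. The 134 features most activated at 35, 45 and 55 min had a median log10 ratio of -0.0171 at 2 min and 0.387 at 15 min, while the 134 most repressed had a median of -0.126 at 2 min and -0.544 at 15 min. A trend against log2(minutes + 1) was tested with limma for 3224 features with a value at all 8 time points. At an adjusted p of 0.05 (Benjamini-Hochberg), 438 features rose and 524 fell. The test sets the trend against the scatter of the time points in this culture and not against the spread between cultures. With the sign of the arrays whose standard carried Cy5 turned, which opposes neighbouring time points by construction, limma called 0 features. Without the 0 min time point it called 342 rising and 326 falling features.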

The cascade of splits occurring before 25 min of the shift suggests that *E. coli* cells are slowly adapting to the anaerobic conditions during the initial phases of the shift. In Text S1 we further discuss the GO categories enriched in these various splits. DREM has also identified several known and new TFs as regulators of this shift as we discuss below.

### Comparison to Using Only the Curated Network

The map of Figure 5A was based on known targets from EcoCyc and extended with our new predictions. To determine if the added predictions improved our ability to reconstruct this regulatory network, we compared this to the map recovered by DREM when using only the curated interactions from EcoCyc with direct evidence. Figure 5C presents the regulatory map identified when using only the curated interaction data as input. While some of the paths share the same annotations in both maps, in the vast majority of cases the score is more significant when using the predicted set. Figure 6A presents a scatter plot of the most significant scores of the TFs (for those with scores lower than 0.001). Reassuringly, we observe a substantial increase in significance for important TFs for this response, such as ArcA, FNR, and NarP. As a control, we considered adding random predictions and found that these did not improve scores but rather decreased them (see Text S1).

**Figure 6:**
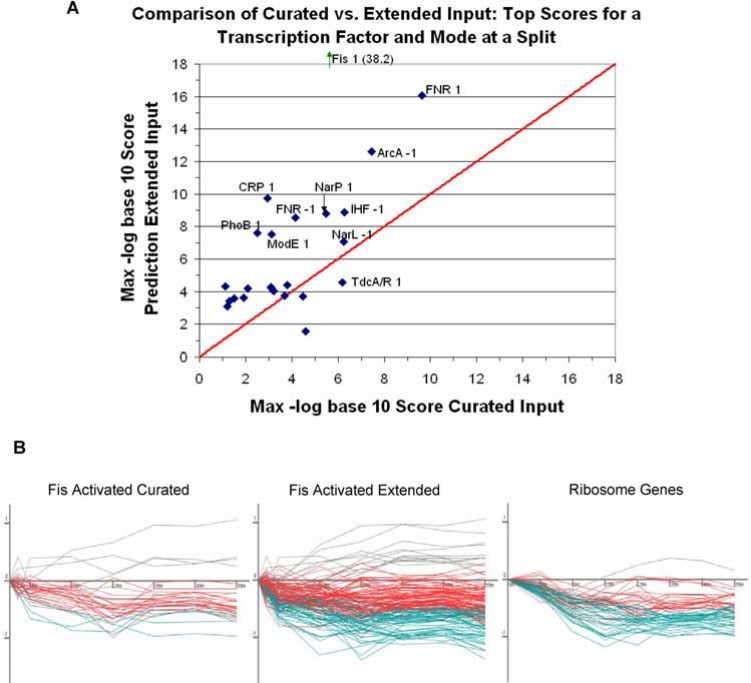
Impact of using prediction-extended TF–gene input to DREM. (A) *x*-axis (*y*-axis) is the maximum of the negative of the log base 10 score of the TF and regulatory mode at any split using the curated TF–gene input (prediction-extended TF–gene input). Any point above the diagonal line received a more significant score using our predictions. As we show in Text S1 using randomization analysis, this is not because we used a larger set of interactions input. The negative log base 10 score for Fis (38.2 using our predictions and 5.7 using the curated EcoCyc list) is not plotted to keep the dimension of the scale reasonable. (B) (Left panel) The expression of non-filtered genes annotated with direct evidence in EcoCyc as being activated by Fis. Color-coding of genes correspond to path assignments between 5 and 10 min in the maps of Figure 5. (Center panel) The genes in the predictions extended network that are annotated as being activated by Fis. (Right panel) All GO-annotated ribosome genes in the dataset meeting the filtering criteria. There is a significant overlap between these genes and Fis-activated genes in the predicted network.

An interesting observation is the large increase in significance of the score of Fis activated genes when including the predicted interactions. Furthermore, Fis is seen associated with repressed paths for two splits in Figure 5A, but only the first split in Figure 5C. In the left panel of Figure 6B, we show the expression of those Fis activated genes that are in the curated input. In the center panel of Figure 6B, we show the expression pattern of those Fis activated targets that are in our prediction extended network. On the right panel in Figure 6B, we plot the expression of GO annotated ribosome genes. When using only the curated data, the mechanism by which these ribosomal genes are regulated as part of this response is unexplained, as only three of these genes have a regulator with curated direct evidence. In contrast, when using the new predictions many of these ribosomal genes are determined to be activated by Fis (31 of the 56 genes, p-val<10^−28^). Of these 31 genes, 21 are on the list of genes bound by Fis in [25] or are in the same transcriptional unit as a gene from this list. The potential importance of the effect of Fis in altering the expression of ribosome genes in response to the aerobic-anaerobic shift is something that would have been missed by the method had we not extended the curated network with additional predictions.

## Discussion

A large amount of experimental data has accumulated regarding TF-gene regulatory information for *E. coli*. However, this information is not complete. Many of the genes in *E. coli* do not have any validated regulators and it is likely that many interactions are unknown even for those genes with one or more validated regulators. To make optimal use of the curated information, methods should leverage this information as much as possible when making additional predictions of TF-gene regulatory interactions. Such predictions would then be useful when combined with other high throughput data measuring responses of all *E. coli* genes in a condition of interest.

Here we presented a new semi-supervised learning-based method, SEREND, which uses curated data, sequence motif information, and a compendium of expression data to predict new TF-gene interactions. Using ChIP-chip data, we have shown that semi-supervised learning can improve predictions regarding TF-gene interactions. Using new temporal gene expression data for the aerobic-anaerobic switch response in *E. coli*, we have shown that these predictions can improve the utility of experimentally-verified interactions when reconstructing dynamic response networks. While the resulting networks utilized some of the new predictions these are primarily for TFs involved in this response. If the TF binds the DNA without effect on transcription in this condition these interactions would not be identified in the resulting map.

The resulting regulatory map for the aerobic-anaerobic response summarizes current knowledge and provides new insights into the role of various TFs in the response. The map labels the activators FNR, CRP, NarP, ModE, FhlA, and H-NS, and the repressors NarL and H-NS as associated with the upregulated genes, those assigned to the induced path in the first split. This means that the method predicts these TFs to be major regulators of the response, and likely the first TFs to upregulate expression of various genes when oxygen is removed from the growth medium. As mentioned above FNR, NarL and NarP are well known to be important regulators in this response. FhlA (formate hydrogen-lyase) is a well known transcriptional activator of *hyc* and *hyp* operons in *E. coli*, and the FNR-mediated regulation of *hyp* expression in *E. coli* has also been described [42], which might indicate that FhlA acts synergistically with FNR in regulating some genes during the anaerobic response. Published evidence has suggested that ModE is a secondary transcription activator of the *hyc* and the *nar* operons (encoding genes in response to nitrates and nitrites) [43] and the *dmsABC* operon under conditions of anaerobiosis [44]. The initial repressed pathway includes targets that are associated with activation by Fis, PhoB, and PhoP (indicating decreased activity of these TFs) and repression by FNR and ArcA. Fis is known to play a major role in reconfiguration of *E. coli* cellular processes by up-and down-regulating expression of various genes during changes in growth conditions, and its expression also varies dramatically during cell growth by autoregulation [45],[46]. Additional TFs that are associated with activated genes at later split events include DcuR, TdcA, TdcR, and IHF. CRP has been described to govern the anaerobic transcriptional activation of the Tdc regulators (TdcA and TdcR) [47], which supports our findings that these are secondary responders.

While we have used ChIP-chip data in evaluating predictions for some TFs, overall the number of TFs for which ChIP-chip data are currently available in *E. coli* is limited [12], [24]–[27],[48]. In addition, unlike SEREND, ChIP-chip experiments do not differentiate between activator and repressor relationship. Furthermore SEREND may discover genes regulated by TFs that ChIP-chip experiments would not recover due to condition-specific binding activity or other experimental noise. Finally there could be cases in which a TF binding is detected in a ChIP-chip experiment, but a gene regulated by the TF is not associated with being a target of TF due to the imperfect process of mapping a TF binding location to a set of regulated genes. While motif input is also sensitive to this mapping, the expression input is not, thus in some of these cases SEREND could still predict the interaction.

One avenue for future work is to extend our semi-supervised methodology to also include data from ChIP-chip experiments in generating predictions. In *Saccharomyces cerevisiae*, a global atlas of TF-gene interactions is available based on ChIP-chip data [49], which researchers improved by combining the ChIP-chip data with other evidence sources, such as sequence motif and gene co-expression information [49]–[51]. Another extension is to apply our methodology for inferring TF-gene interactions to additional model organisms. As computational methods for integrating interaction and expression data become increasingly available, we expect that global atlases of TF-gene interactions will become increasingly important resources for experimental biologists to integrate with specific expression experiments.

## Materials and Methods

### Compendium of Microarray Expression Data

We obtained the compendium of mRNA expression data from the Supporting Website of [14]. We used the Robust Multichip Average (RMA) normalization, which was reported to represent the optimal way of normalizing this microarray data from divergent sources among the several major methods considered [14]. We then transformed the data such that each expression value for a gene was the log base two ratio of its expression value with its average expression value over all the experiments. We excluded from the compendium 140 previously purported genes from this dataset that are no longer considered to be true genes in EcoCyc version 11.5, leaving 4205 genes. We also obtained the CLR predictions for these 4205 genes from the Supporting Website of [14]. In the case of the dimer IHF, CLR gives two different scores corresponding to each of the subunits, we mapped this to one score by taking the more significant of the two scores.

### Curated Regulatory Interactions

The curated regulatory interactions including direction of interaction were from EcoCyc 11.5. Only those interactions with the evidence annotations of Site Mutations, Binding of Cellular Extracts, or Binding of Purified Proteins were accepted as direct evidence. In total we used 1760 interactions among 123 TFs and 974 genes.

### Motif Scanning

For the motif scanning we used the *E. coli* K12 genome version U00096.2 sequence. We obtained the TF-binding site positional weight matrices (PWMs) for 71 of the 123 TFs from RegulonDB version 5.7 [2]. The score of a site is the log-ratio of the probability of observing the sequence under a PWM model compared to a background model, which is similar to the approach of [7]. We used a zero order background model, so under both the PWM and background model, the probability of a site is the product of the probability at each position. Under the background model we set the probability of observing a specific nucleotide to its overall proportion in non-coding regions. Under the PWM model, we set the probability of observing a specific nucleotide at a specific position to the ratio of the count for the nucleotide at that position over the total counts at the position in the PWM. We added a pseduo-count to each entry in the matrix equal to the non-coding region background probability of the corresponding nucleotide. For each gene we obtained its RegulonDB transcriptional unit assignment, which is based on either experimental evidence or computational inference. Six genes were not annotated as belonging to any transcriptional unit, and for these we assumed each was the only gene in their respective transcriptional units. We then determined the first gene transcribed in the gene's transcriptional unit, and the location of the start of the coding sequence of the gene from RegulonDB. We then scanned 50 base pairs downstream of the start of the coding sequence and 300 base pairs upstream, on both strands, recording the highest scoring motif hit. If the gene was annotated to belong to multiple transcription units with different first genes we took the value of the highest scoring site in any of the regions. If the highest score site for a gene was below 0 we set the gene's motif score to 0. In the Supporting Results (Text S1) we plot the distribution of the number of maximum scoring sites at each position relative to the start of the coding sequence of the first gene. From this plot we observed a leveling off of the number of maximum scoring sites by 50 base pairs downstream and 300 base pairs upstream.

### SEREND Method-Ranking Predictions for a TF

To generate ranked predictions of gene targets of a TF, SEREND used three logistic regression classifiers: an expression classifier, a sequence motif classifier, and a meta-classifier that combines the output of these other two classifiers. We will first define SEREND's use of logistic regression in general terms and then discuss the specifics of the three classifiers. When discussing terms specific to a classifier we use a superscript ‘*E*’ for the expression classifier, ‘*S*’ for the sequence motif classifier, and ‘*C*’ for the meta-classifier.

#### Logistic regression

Let *N* be the number of genes (for this application *N* = 4205), and *p* be the number of features to the classifier. Let *x_i_* = (*x_i_*_1_,…,*x_ip_*) where *x_ij_* denotes the value of feature *j* for gene *i*. Let *M* be the number of classes, and let *w_im_* denote the weight with which gene *i* is of class *m*. Let *Y_im_* be an indicator variable that gene *i* is of class *m*. We define
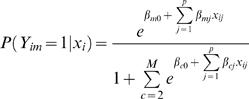
and we set *β_mj_* = 0 for all *j* when *m* = 1. The variables *β_cj_* are determined by maximizing the following function:
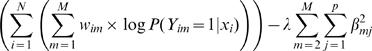
where λ is the regularization parameter, that we selected based on a limited cross-validation analysis. The Weka logistic regression implementation [52] was used to maximize the function above.

#### Expression classifier

For the expression classifier SEREND used 445 features (*p* = 445), and the features for a gene were its value in each of the expression experiments from the compendium [14]. For each TF SEREND considered, the number of classes, *M*, was three, corresponding to a gene being activated by the TF (*m* = 1), repressed by the TF (*m* = 2), or not regulated by the TF (*m* = 3). Let 

 denote the weight with which gene *i* was of class *m*. SEREND initially assumed all genes without direct evidence in EcoCyc [1] were not regulated by the TF, that is 
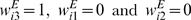
. If the gene was only curated with direct evidence to be activated by the TF, then 
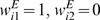
 and 

. Likewise if the gene was only curated with direct evidence in EcoCyc to be repressed by the TF, then 
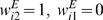
 and 

. If the gene was curated with direct evidence to be a target of the TF, but not only activated or only repressed by the TF, SEREND set 
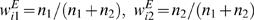
, and 

 where *n*_1_ and *n*_2_ are the number of genes uniquely annotated to be activated and repressed by the TF respectively (if both *n*_1_ and *n*_2_ were zero, then 

 and 

 were both initialized to 0.5). λ*^E^* was set to 10.

#### Sequence motif classifier

For the motif classifier there was a single feature (*p* = 1), and this feature represented the maximum agreement of the TF's PWM with a potential binding site in the gene's promoter region based on our motif scanning. The number of classes, *M*, was two with *m* = 1 corresponding to the class that the gene was regulated by the TF and *m* = 2 if the gene was not regulated by the TF. SEREND set 
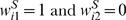
 if gene *i* was curated with direct evidence in EcoCyc to be regulated by the TF, without respect to whether the TF functions as an activator or repressor of the gene. If the gene was not in EcoCyc with direct evidence then SEREND set 
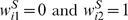
. λ*^S^* was set to 1.

#### Meta-classifier

The meta-classifier had two features, (*p* = 2), for a gene *i*. The first feature was the sum of the activated and repressed probabilities with which the expression classifier would classify a gene, that is 
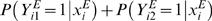
. The second feature was the probability the motif classifier gave to the gene for being regulated by the TF, that is 

. SEREND set 
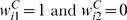
 if gene *i* was annotated with direct evidence in EcoCyc to be regulated by the TF, otherwise SEREND set 

 and 

. Genes that were not in EcoCyc with direct evidence were ranked by the value 

. λ*^C^* was set to 1.

#### Self-training procedure

The self-training procedure would change the labels of genes that were previously annotated not to be regulated by the TF to being regulated by the TF if the meta-classifier described above found sufficient evidence that the gene was regulated by the TF. The criterion for re-labeling such a gene was that
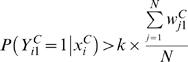
where *k* is a parameter >1 that we set to 2 (see Text S1 for discussion regarding the effects of other values of *k*). To provide justification for this criterion we note that a property of a logistic regression classifier is that the sum of the probabilities for a class equals the count of the observed instances for the class [53] that is we have
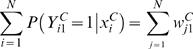
The 

 term in the criterion for re-labeling a gene would thus be equal to 

 if the probability of being regulated by the TF was uniform across all genes. If the criterion for re-labeling a gene was satisfied, then the classifier gave greater probability than uniform that the gene was regulated by the TF, even though the classifier was trained with the input that the gene was not regulated by the TF. As *k* increases, the greater the probability as compared to uniform would be needed to re-label the gene. If the criterion was met to re-label a gene as being a target of a TF then SEREND set 
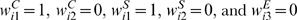
. Also for all genes for which 

, at the start of the iteration or after the relabeling, SEREND set 

 and 

 if 
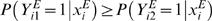
 otherwise SEREND set 
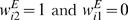
. Note that this step specifies a prediction of the more likely direction of interaction for dual instances, and can change the direction for a curated target if inconsistent with other curated targets of the same direction (this occurred for only a relatively small percentage of genes, see Table S1). The method terminates when no change was made to any *w_im_* for any of the classifiers. At no point in this procedure was a gene label changed from being regulated by the TF to not being regulated by the TF. Again the genes that are not in EcoCyc with direct evidence were ranked by the value 

.

### Combining Predictions Across TFs

In forming the prediction extended network used in the GO enrichment analysis of global regulators and for the aerobic-anaerobic application, we chose to double the size of the curated network by simply taking for each TF the same number predictions as there were confirmed targets of the TF in the input.

### ChIP-chip Validation Sets

We obtained the list of ChIP-chip implicated target genes for CRP from the Supplement of [24], for Fis and IHF from the Supplement of. [25], for FNR from Table 2 of [26], and for H-NS from the Supplement of [27]. As the authors generally only reported the gene(s) immediately adjacent or covering a signal peak, we extended their lists to include any gene sharing the same transcriptional unit based on the RegulonDB defined transcriptional units. The ChIP-chip implicated target genes we associated with each of these TFs can be found on our Supporting Website. In our evaluation, we excluded genes already confirmed based on direct evidence curated into EcoCycDB to be a target of the TF and genes not in the set of 4205 that we considered. The total number of gene targets in these sets for CRP was 148, for Fis was 347, for IHF was 199, for FNR was 131, and for H-NS was 1191. For H-NS, there is another list of ChIP-chip based targets [25] separate from those of [27]. We chose here to use the list of [27] as the validation set, as it is larger and includes the majority of targets with curated direct evidence, while at the cutoff at which the list of [25] was derived it includes only one curated direct evidence target. We did use predictions based on [25] in the comparison of methods to identify H-NS targets implicated based on [27] (see also Text S1 for the predictions extended by transcriptional units).

### RegTransBase Predictions

We generated ranked predictions for a TF in RegTransBase [9] based on the set of predicted genes returned in the TransTableView for *E. coli* K12 using the default setting for sensitivity on the site score, and specifying to measure conservation based on all genomes for the species *E. coli*. We ranked all genes returned by RegTransBase, meaning the gene had one or more binding sites within 400 basepairs upstream or 50 base pairs down stream of the start of the gene satisfying the sensitivity threshold, based on the maximum conservation score for a site returned for the gene. We then extended the ranked list to include all genes in the same transcriptional unit as listed in RegulonDB. When extended for transcriptional unit a gene received the same site and conservation score, as the highest ranking gene from its transcriptional unit from the original ranked list. A version of the RegTransBase predictions without extending for transcriptional units can be found in the supplement, but did not perform as well.

### Tractor DB–Based Predictions

Predictions for the Tractor DB method [8] were obtained from http://www.ccg.unam.mx/Computational_Genomics/tractorDB/ and http://regulondb.ccg.unam.mx/data/BindingSitePredictionSet.txt. The few predictions that were unique to either of these lists were still used.

### Dynamic Regulatory Maps

We used the Dynamic Regulatory Events Miner (DREM) [4] to reconstruct dynamic regulatory maps of the aerobic-anaerobic shift based on gene expression data and TF-gene association data. Expression values were converted to a log base ten ratio relative to the 0 min time point. We selected only genes with no more than two missing time points and a log base ten fold change of at least 0.3 at one time point, resulting in a total of 2317 genes. 

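In the deposited files, 3666 of the 4311 features had a value on the 0 min array, and 3592 had no more than 2 missing time points relative to it. Of these, 2093 had a log10 ratio of at least 0.3 in either direction at 1 or more time points. Raising the threshold to 0.4 left 1388 features, and lowering it to 0.2 gave 2983. Requiring a value at every time point left 1866. With ratios relative to the aerobic standard, 2197 features passed.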

The TF-gene association data were a matrix of TFs and genes with an entry being ‘1’ if the TF was predicted to be an activator for the gene, ‘−1’ if it was predicted to be a repressor, and ‘0’ otherwise. Dual regulated genes of a TF in the curated network received the majority label between ‘1’ and ‘−1’ of the other genes regulated by the TF. DREM uses an Input-Output Hidden Markov Model [54] that allows TF-gene interaction information to influence transition probabilities in a gene-specific manner. DREM assigns each gene to its most likely path through the model based on its expression and the TFs that control it. A TF label is assigned to a path out of a split only if based on a hypergeometric distribution calculation its association score with regulating genes along the path out of the split, where a lower score indicates a stronger association, is below a certain cutoff. Here we use 10^−4^ as the cutoff (see Text S1 for maps with other cut-off scores). We used the DREM method as described in [4] except for a change in the model selection criteria. Instead of using a held out test set to evaluate models, under the modified criteria DREM would select models to maximize the log-likelihood minus a regularization penalty on the number of states. This allowed a more explicit penalization of the complexity of the model and allowed DREM to use all data in estimating the parameters and for model selection. See Text S2 for additional details.

### Gene Ontology Enrichment Analysis

The Gene Ontology (GO) enrichment analysis was conducted using STEM [55]. The *E. coli* K12 UniProt GO annotations were obtained from the European Bioinformatics Institute (EBI) at http://www.ebi.ac.uk/GOA/proteomes.html. The reported p-values are uncorrected p-values computed using the hypergeometric distribution; corrected p-values for multiple hypothesis testing appear in Text S1.

### Chemostat Growth Experiment

The *E. coli* K12 strain MG1655 (F^−^ λ^−^ *ilv*G *rfb*50 *rph*1) [56] was grown in a continuous culture using Luria-broth (1-L working volume) in a 2-L bioreactor (BIOFLO 2000, New Brunswick, NJ) under aerobic conditions (45% dissolved O_2_). Once the cells were growing in a steady state (A_600 nm_∼2.5), we collected two 10-ml samples from the culture. After collection of these samples, the growth medium was flushed with N_2_-gas to create anaerobic conditions in the bioreactor. We collected three samples (0, 2, and 5 min) during the immediate transition period. After this, samples were collected at 15, 25, 35, 45 and 55 minutes.

### RNA Isolation, Reverse Transcription, and Microarray Hybridization

The collected cell-culture samples were immediately mixed with 10% of ice-cold stop solution (5% phenol in absolute ethanol) to prevent any additional transcriptional activity, followed by centrifugation at 6,000×*g* for 10 min. The cell pellets were stored at −80°C until further use. The RNA was isolated using EpiCentre's Master Pure RNA isolation kit (Madison, WI) according to manufacturer's protocol. The contaminant DNA was removed by DNase I at 37° C treatment for 30–60 min. The RNA was reverse transcribed into cDNA, which was then used for microarray hybridization on Gene TAC hybridization station (Genomic Solutions), as previously described [56].

### Microarray Analysis

We scanned images from the completed hybridization using a GenePix 4000B array scanner (Molecular Devices, Union City, CA). Raw data were generated using GenePix Pro 3.0 software. Two-color cDNA microarray data are never devoid of spurious technical contributions that originate during array printing, as well as during the collection and processing of samples, fluorescent labeling and hybridization and scanning of the microarray images [57]. To minimize the effect of such contributions, microarray data were normalized, as described before [56] (see also Text S2).

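The medians of the deposited arrays lay between -0.0033 (0 min) and 0.0512 (25 min replicate 2) on the log10 scale. The SD across features was lowest at 0 min (0.121) and highest on 55 min replicate 2 (0.423). The technical replicate arrays correlated across features with r = 0.316 at 5 min and r = 0.845 at 25 min. According to the deposited design description, the aerobic standard carried Cy5 on the arrays of 0 and 2 min, on 5 min replicate 1 and on both arrays of 25 min, and Cy3 on the other arrays. For 2 min, 5 min replicate 1 and 25 min replicate 2 the channel names give the same time point for both dyes, so the dye of the standard rests on that description alone. The channel names call the standard aerobic on some arrays and 0 min on others. The arrays belonged to 2 platforms with the same 4311 features. The 0 min array, 25 min replicate 1 and 55 min replicate 1 were on the platform with 3 arrays, and the other 8 arrays were on the second. Between 199 (35 min) and 681 (25 min replicate 1) features were empty. The patterns of empty features divided the arrays into a group of 6 (0 and 2 min and both arrays of 25 and 55 min) and a group of 5 (both arrays of 5 min, and 15, 35 and 45 min). Within these groups the patterns correlated between 0.372 and 0.665, and between the groups from 0.140 to 0.357. No time point was measured in both groups.

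**Figure D3:**
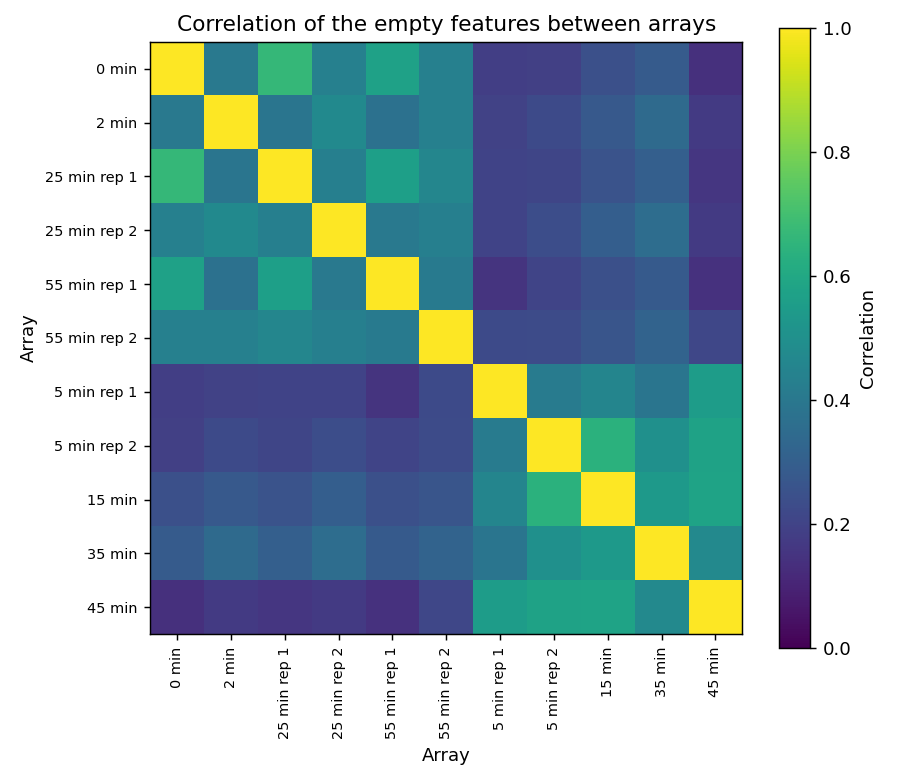
Correlation between arrays (both axes) of which features are empty, on a color scale from 0 to 1. The arrays of 0, 2, 25 and 55 min correlate with each other at 0.372 or more, and those of 5, 15, 35 and 45 min form the other block.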

### Supporting Website

The URL for the Supporting Website for this paper is http://www.sb.cs.cmu.edu/ecoli.

## Supporting Information

Text S1 Supporting Results (3.41 MB PDF) Click here for additional data file.

Text S2 Supporting Methods (0.19 MB PDF) Click here for additional data file.

Table S1 Transcription Factors Included in the Study For each transcription factor, the table contains information including whether a motif was available for it, the total number of curated direct evidence targets (the number of predicted targets was the same), and the distribution of activator and repressor targets among these curated and predicted targets.
(0.03 MB XLS) Click here for additional data file.

# Supplementary material for: A Semi-Supervised Method for Predicting Transcription Factor–Gene Interactions in Escherichia coli
**Source:** PLoS Comput Biol. 2008 Mar 28;4(3):e1000044. doi: 10.1371/journal.pcbi.1000044
**Supplement:** Text S1 Supporting Results — (3.41 MB PDF)

## Supporting Results for:

### A Semi-Supervised Method for Predicting Transcription Factor-Gene Interactions in *Escherichia coli*

Jason Ernst<sup>1</sup>, Qasim K. Beg<sup>2,3</sup>, Krin A. Kay<sup>2</sup>, Gábor Balázsi<sup>4</sup>,  
Zoltán N. Oltvai<sup>2</sup>, Ziv Bar-Joseph<sup>1</sup>

## Contents

# 1. GO Analysis of Targets of Global Regulators

In this section we present significant Gene Ontology (GO) categories for the seven transcription factors (TFs) with the largest number of predicted and curated targets. The analysis was done separately on the predicted set and the curated set. The p-value was computed based on the hypergeometric distribution. Only categories with at least 5 genes were included in the analysis. The corrected p-value for testing multiple categories is based on a randomization procedure in which a set of the same size was randomly drawn 500 times from the base set of all genes considered. The corrected p-value is then the proportion of times in which a GO p-value for a random set was more significant than an actual p-value. We observe that in some cases a significant GO category for the predicted targets of a TF is also significant for the curated targets, while in other cases the category is only significant among the predicted targets.

## ArcA – predicted

## ArcA – curated

## CRP – predicted

## CRP – curated

## Fis – predicted

## Fis – curated

## FNR – predicted

## FNR – curated

## H-NS – predicted

## H-NS – curated

## IHF - predicted

## IHF – curated

## NarL - predicted

## NarL - curated

## 2. GO Analysis Results of Splits in DREM Map

In this section we present significant GO enrichments for the sets of genes assigned to the same path out of splits conditional on the set of genes going into the split. The split number and the path (i.e. whether it was the low, middle, or high path) is indicated above each table and corresponds to Figure 5A in the main manuscript.

Conditional on the set of genes passing the filtering criteria, the upregulated genes at the first split were most enriched for carbohydrate transport (p-val  $<10^{-8}$ ), while the downregulated genes were most enriched for biosynthetic process genes (p-val  $<10^{-30}$ ) including translation genes (p-val  $<10^{-24}$ ). The most enriched biological process for the highest activated path conditioned on the set of genes going into split 2 was oxidoreductase activity (p-val  $<8 \times 10^{-6}$ ). The lower path out of split 6 was enriched for genes related to the ribosome (p-val  $<10^{-11}$ ) and aerobic respiration (p-val  $<4 \times 10^{-7}$ ). Genes on the lower path out of split 9, were enriched for genes known to be involved in aerobic and cellular respiration (p-val  $<2 \times 10^{-5}$ ), TCA cycle (p-val  $<4 \times 10^{-5}$ ), and coenzyme catabolic processes (p-val  $<4 \times 10^{-5}$ ). Additional GO category enrichments can be found in the tables below. Overall the GO categories found here among activated and repressed genes are consistent with the previously known literature on *E. coli* anaerobic response [1,2,3,4].

## Split 1 - Low

## Split 1 - High

## Split 2 - Low

## Split 2 - Middle

## Split 2 - High

## Split 3 - High

## Split 5- High

## Split 6 - Low

## Split 7 - Low

## Split 9 - Low

### 3. Dynamic Regulatory Maps at Different Score Thresholds

The following two maps are based on the same input data as the maps shown in Figure 5A and 5C of the main manuscript, but with a stricter score requirement of ( $10^{-5}$ ) for a TF and regulatory mode label (1 activator; -1 repressor) to appear on a path out of a split. The split score is computed based on the hypergeometric distribution (see Supporting Methods).

**Map using Prediction Extended Input ( $10^{-5}$  Score Threshold)**

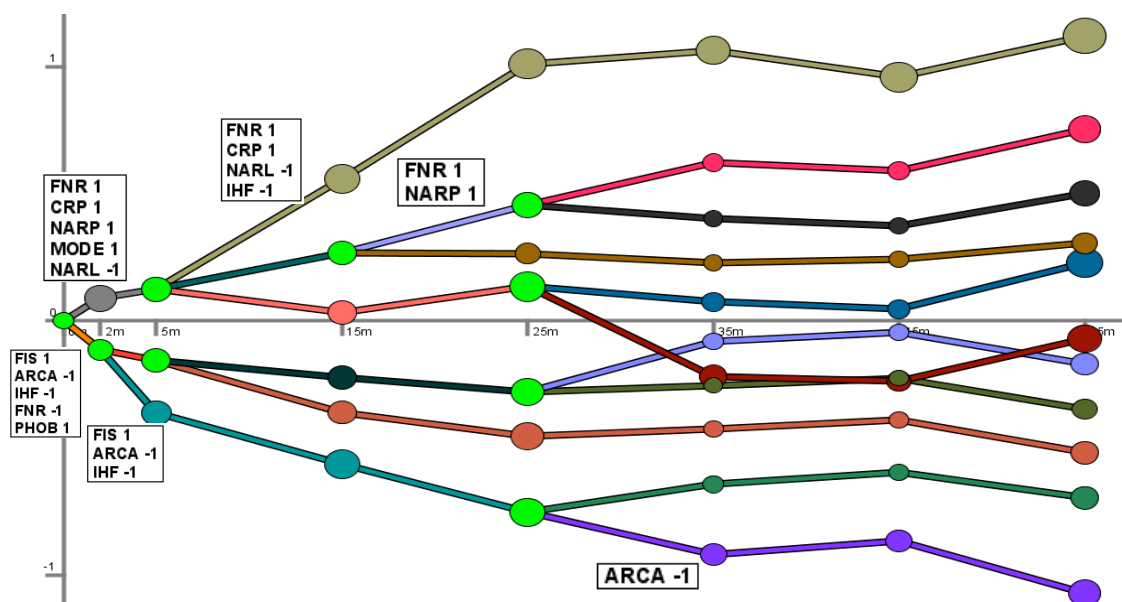

**Map using Curated Input ( $10^{-5}$  Score Threshold)**

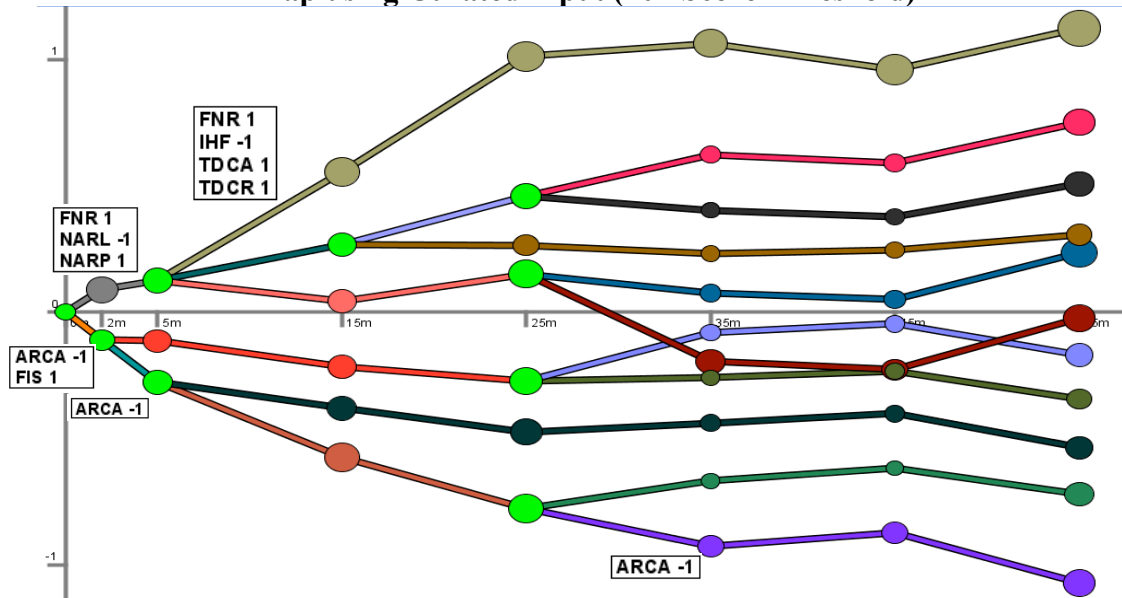

The following maps are based on the same input data as the maps shown in Figure 5A and 5C of the main text, but with a looser score requirement of ( $10^{-3}$ ) for a TF label to appear on a path out of a split.

**Map using Prediction Extended Input ( $10^{-3}$  Score Threshold)**

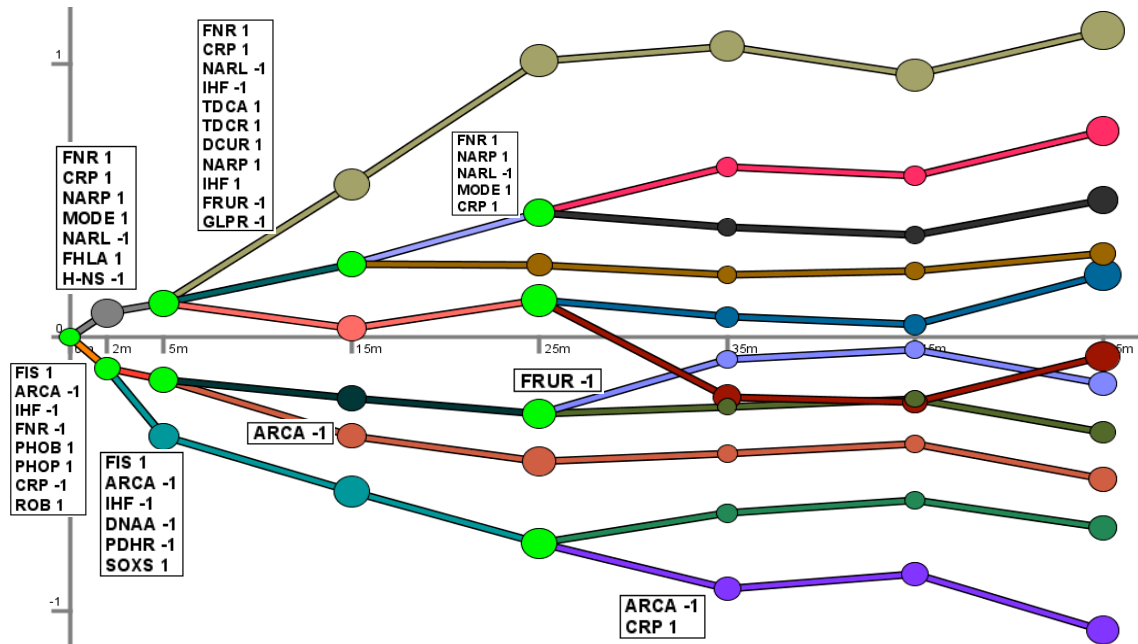

**Map using Curated Input ( $10^{-3}$  Score Threshold)**

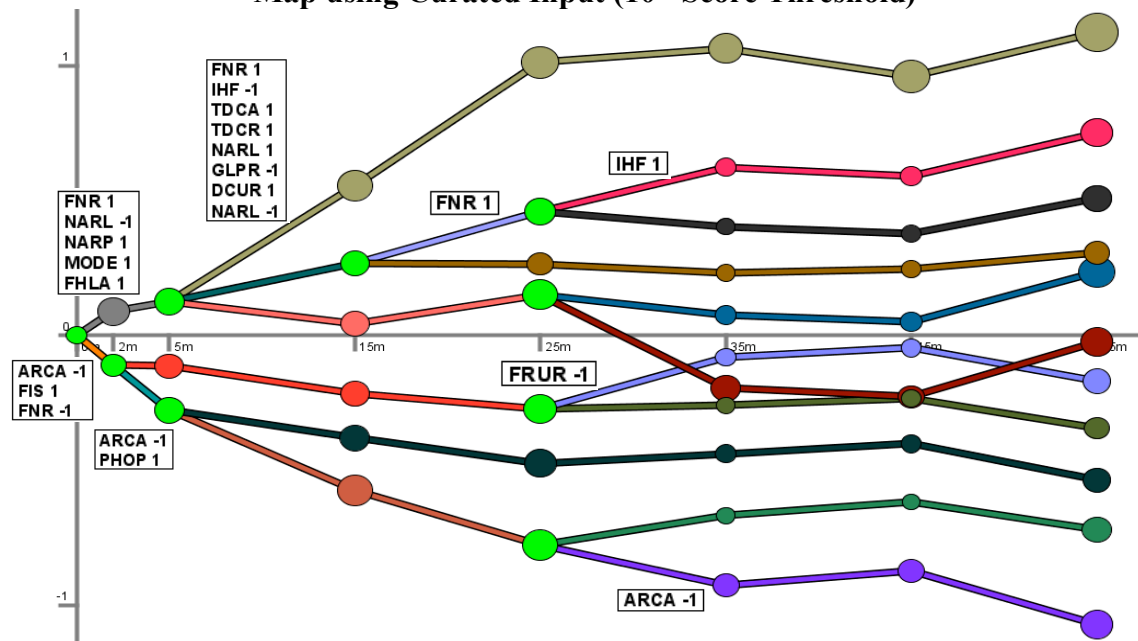

## 4. Motif Scanning Distribution of Location of Sites

For the 71 TFs with a confirmed target based on direct evidence in EcoCyc [5] and a motif positional weight matrix in RegulonDB, we scanned for binding site motifs on both strands in a 350 base pair region around any gene which was the first gene transcribed in a transcriptional unit based on the RegulonDB list [6]. The 350 base pair region ranged from 50 base pairs downstream of the start of the coding sequence to within 300 base pairs upstream of the start of the coding sequence. The base that was closest to the downstream end of the region determined the position of the motif. Only one base of the motif needed to lie within the upstream boundary, but the entire motif would need to be within the downstream boundary. For a gene we associated its motif score with the score in the region of the first gene transcribed in its transcriptional unit. If the gene belonged to several transcriptional units with different initial genes we used the highest score. Below we plot distribution of the location of highest scoring sites we associated with genes, only counting sites with a positive score and a site once for each TF. The plot is aggregated over all 71 TFs. As can be seen the number of motif hits tended to be lower near the boundaries of the region we consider. One can also observe a positional bias for binding sites immediately upstream of the start of the coding region.

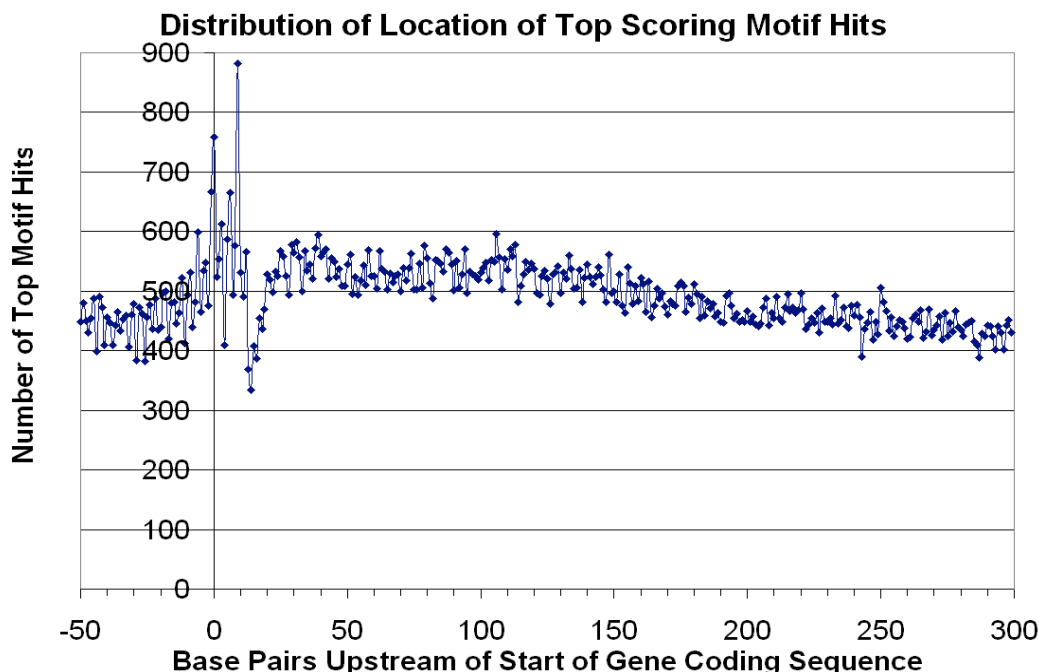

## 5. Extended Analysis of ChIP-chip Validation

In this section, we present below an extended version of Figure 3 from the main manuscript. In the figure below we have added the following to Figure 3:

1. To all the graphs we added a curve which represents the expected 95<sup>th</sup> percentile performance of a method that randomly orders genes. This curve was computed based on the hypergeometric distribution.
2. For all graphs we added a curve based on using SEREND on only the expression data and direct targets in EcoCyc without the motif input, and also without using the self-training procedure. The values from this curve corresponds to the expression feature of the meta-classifier during the initial iteration of SEREND, before any labels have changed.
3. For all graphs we added a curve based on the results of the Relevance Network approach [7] using the square of the correlation coefficient which was previously reported to outperform mutual information for network inference on this data [8]. We applied the correlation coefficient on the same normalized and transformed gene expression data as described in the main manuscript.
4. For FNR and CRP we added curves based on the direct set of results returned by RegTransBase [9] without extending the list to include other genes listed in the same transcriptional unit.
5. For FNR case we have add a point corresponding to the set of genes listed in the Supplement of Ref. [10] as being differentially expressed in FNR knockouts.
6. For the H-NS case we extend here the list of the H-NS bound targets listed in Ref. [11] to include any other gene in the same RegulonDB [6] transcriptional unit as a gene from this H-NS bound list.

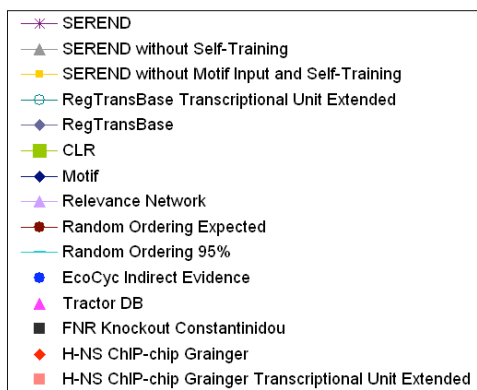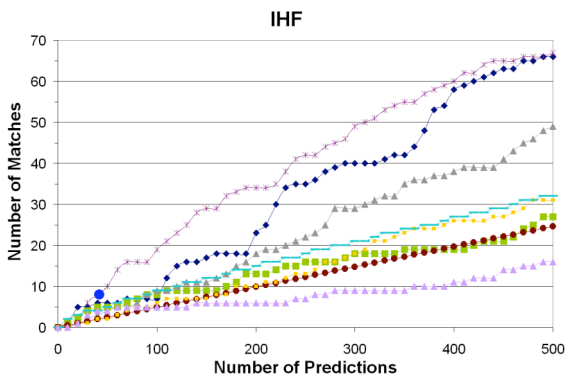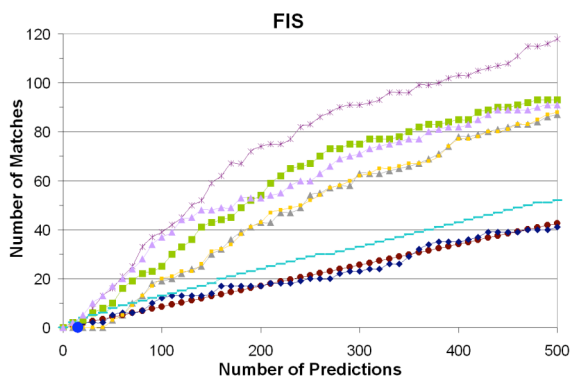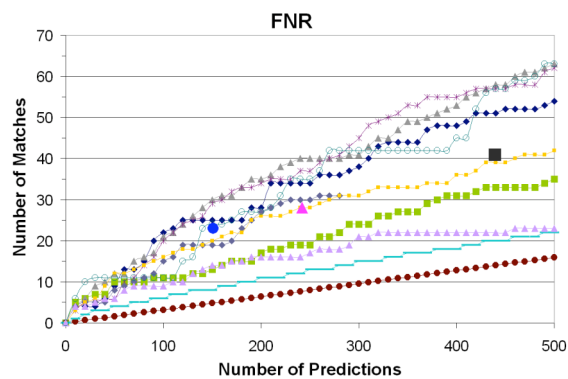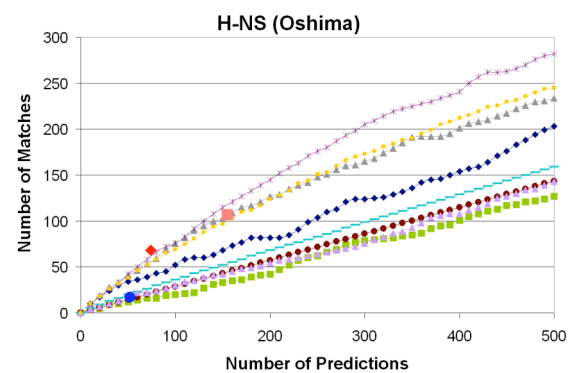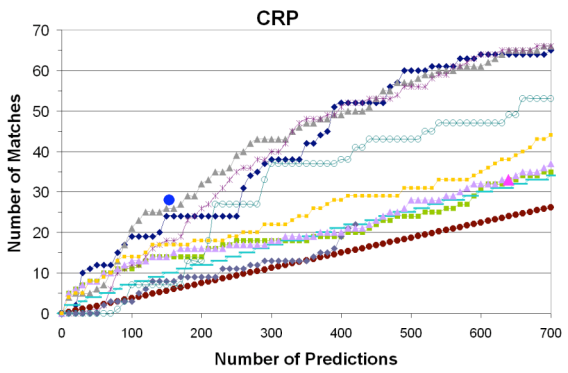

## 6. Effect of Self-Training Parameter $k$

For the self-training procedure as stated in the main text of the manuscript, SEREND would change the label of a gene  $g$  based on a formula that depends on a parameter  $k$ . As  $k$  increases the self-training method requires greater confidence from the classifier that the gene is actually regulated by the TF before changing its label. When  $k$  is sufficiently high no gene will be relabeled as a target of the TF making the SEREND method similar to a version that does not use self-training.

In the figure below we investigate the effect of this choice of parameter value on the results that would be obtained with our ChIP-chip validation for three more values of  $k$ : 1.5, 4, and 10. We observe from these figures that in the FNR case with values of  $k=4$  and  $k=10$  we observe an improvement using self-training that we did not observe when  $k=2$ . However in the IHF case, the results with  $k=4$  and  $k=10$  are similar to the results when not using self-training, while there is an improvement over self-training for  $k=1.5$  and  $k=2$ .

## Analysis on the Effect of the Choice of $k$ on Recovering ChIP-chip targets without Direct Evidence

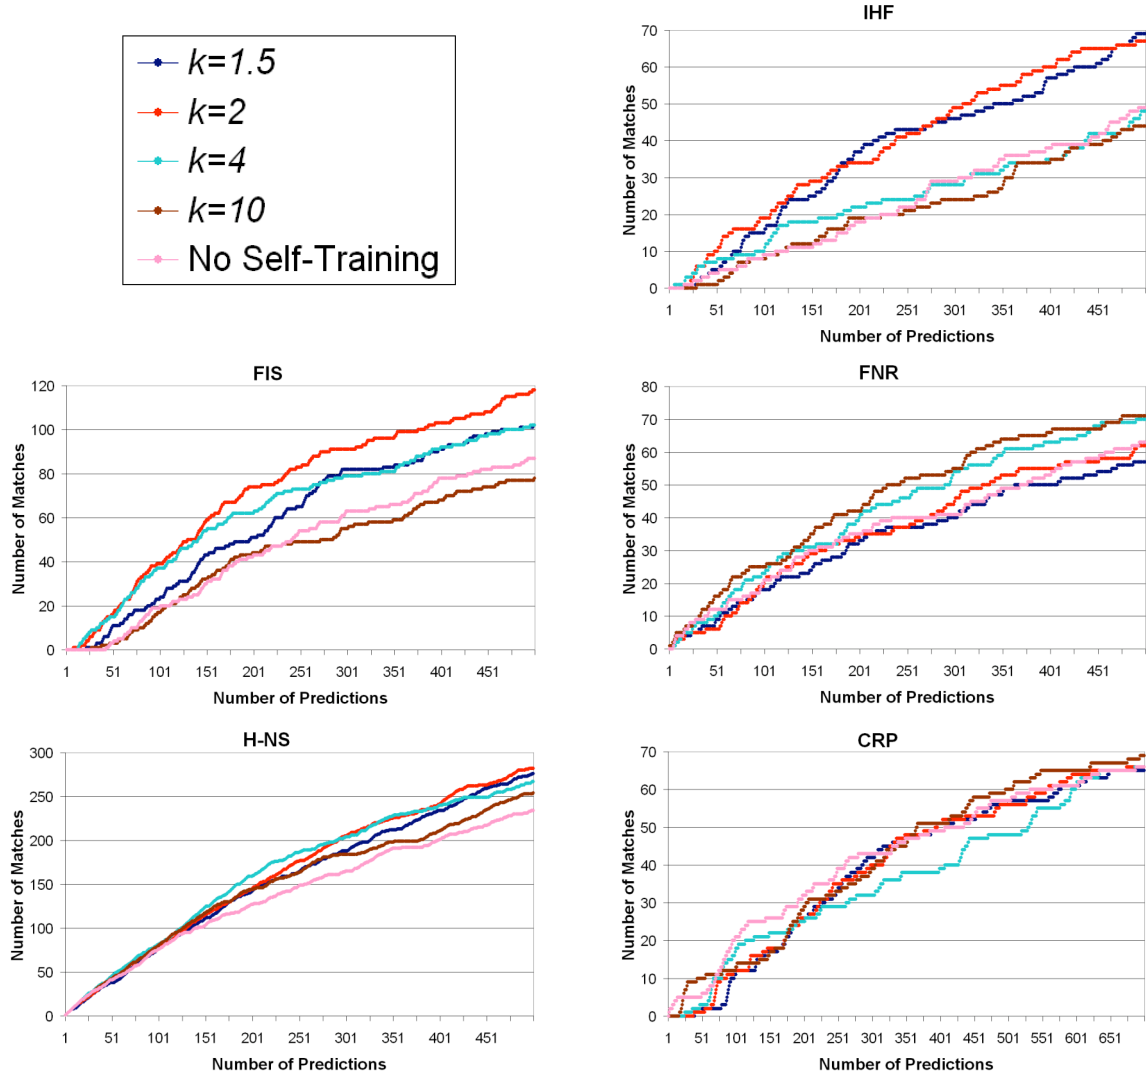

## 7. Effect of Randomly Extending the Curated Network

In Figure 6A of the main manuscript, we showed that by extending the curated inputs with additional predictions DREM increased the score significance of most of the key TFs. To investigate whether this could be a result of simply predicting more TF-gene interactions we generated 10,000 sets of randomly extended TF-gene inputs. These randomly extended inputs had the same curated targets as the prediction extended network, additionally among the genes used in the aerobic-anaerobic shift application of DREM we also constrained a random extension to have the same number of predicted targets for each TF and regulatory mode (activator or repressor) as in our prediction extended network. For those genes that were a target of a TF in both the curated and prediction extended network, but had a different regulatory mode annotation, we used the annotation in the prediction extended input. The DREM software [12] contains the option to either use TF-gene input in inferring the model or only as a post-processing step. If the TF-gene input was used to infer the model, then the transition probabilities for a gene between states were based on the specific set of TFs regulating the genes as determined based on an Input-Output Hidden Markov Model (IOHMM). If the option to use TF-gene input only in a post-processing step is selected, then DREM infers the regulatory map using only the time series expression data, and under this option the transition probabilities are the same for each gene and the model is an instance of a Hidden Markov Model (HMM). For both the IOHMM and HMM, the TF-gene inputs were used in a post-processing step to score TFs at splits. While we use the IOHMM to infer the dynamic maps presented in this paper, we observed for this data that the difference in scores given to TFs using the HMM and IOHMM model for both the curated and prediction extended input was minor compared to the difference in scores based on the differences of these input sets (see below). Thus in our evaluation we only inferred a model once based on the time series data using an HMM, which we then in a post-processing step scored using all 10,000 randomly extended input sets. As can be seen in the figure below even the 95<sup>th</sup> percentile of scores resulting from these randomly extended inputs did not improve over just using the curated inputs.

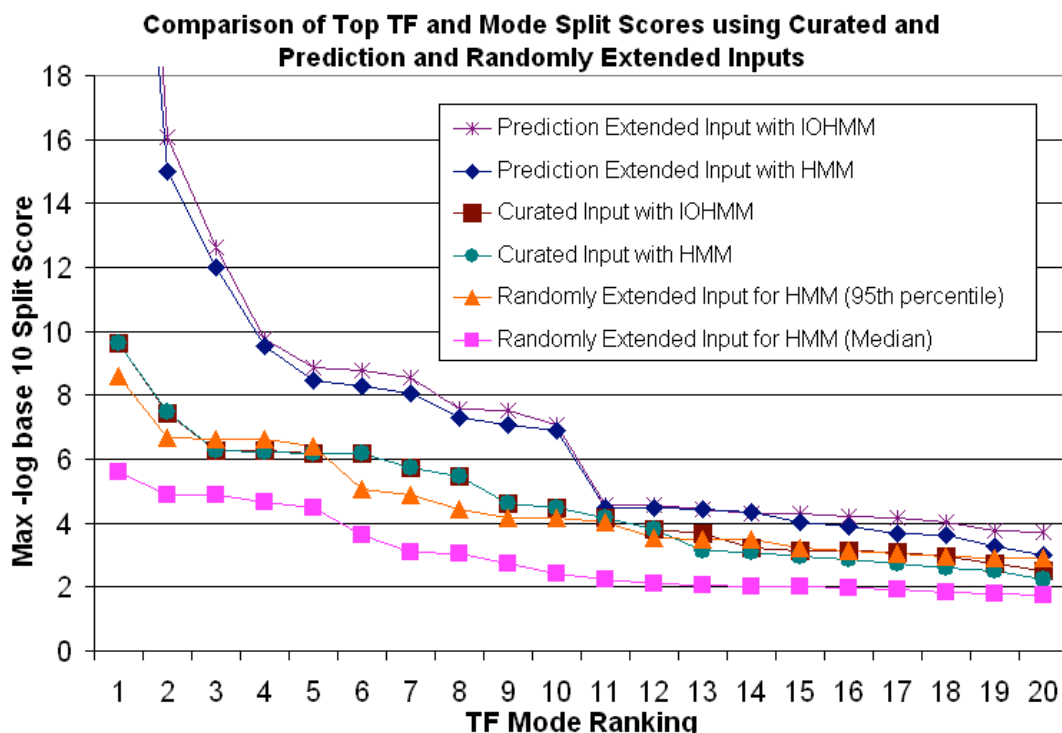

The graph shows the top 20 values of the maximum negative log base 10 scores for a TF and mode (activator or repressor) at any split, only including a TF and mode pair once. We evaluated this for the curated input, as well as the random and prediction extended inputs using a HMM, and also for the curated input and prediction extended input using an IOHMM. To keep the scale of the graph reasonable the highest score with the prediction extended input using an IOHMM (38.2) and using an HMM (33.4) are not shown in the figure.

We also provide in the figure below a dynamic map using the IOHMM model and the first input set that was randomly generated based on a scoring threshold of  $10^{-4}$ . We note that this map has fewer TF-labels at an equivalent scoring threshold than, both the curated input and the prediction extended input shown in Figure 5 of the main text, which were based on the same scoring threshold.

Map using a Randomly Extended Input Set ( $10^{-4}$  Score Threshold)

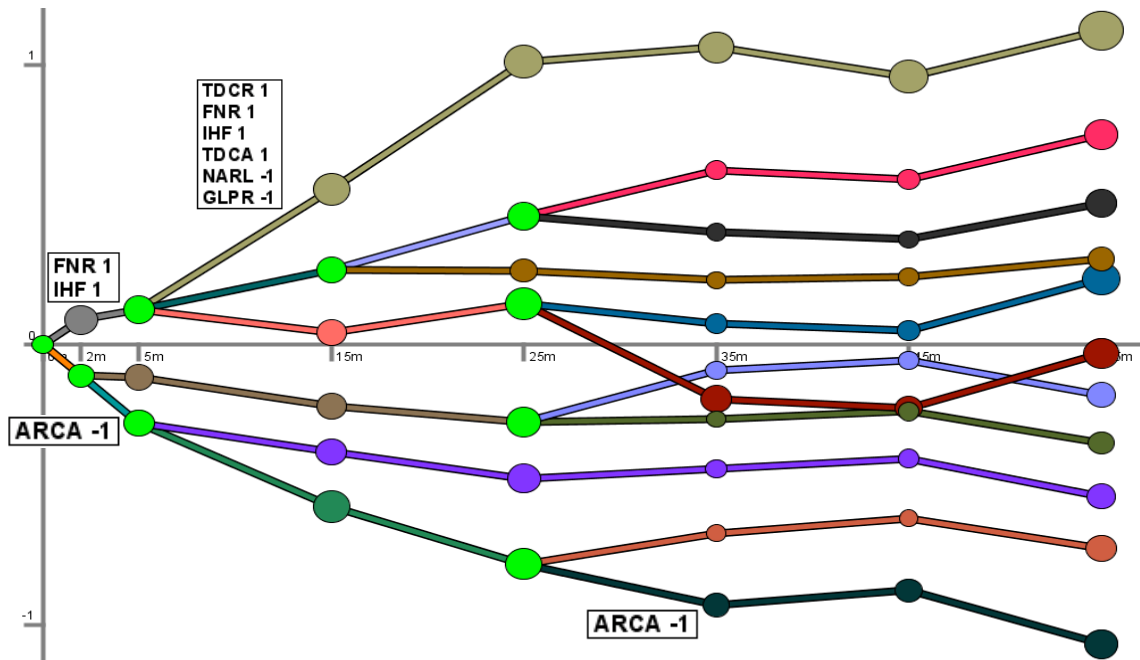

## References

1. Kang Y, Weber KD, Qiu Y, Kiley PJ, Blattner FR (2005) Genome-wide expression analysis indicates that FNR of *Escherichia coli* K-12 regulates a large number of genes of unknown function. *J Bacteriol* 187: 1135–1160.
2. Salmon K, Hung SP, Mekjian K, Baldi P, Hatfield GW, et al. (2003) Global gene expression profiling in *Escherichia coli* K12. The effects of oxygen availability and FNR. *J Biol Chem* 278: 29837–29855.
3. Salmon K, Hung SP, Steffen NR, Krupp R, Baldi P, et al. (2005) Global gene expression profiling in *Escherichia coli* K12: effects of oxygen availability and ArcA. *J Biol Chem* 280: 15084–15096.
4. Shalel-Levanon S, San KY, Bennett GN (2005) Effect of ArcA and FNR on the expression of genes related to the oxygen regulation and the glycolysis pathway in *Escherichia coli* under microaerobic growth conditions. *Biotechnol Bioeng* 92: 147–159.
5. Keseler IM, Collado-Vides J, Gama-Castro S, Ingraham J, Paley S, et al. (2005) EcoCyc: A comprehensive database resource for *Escherichia coli*. *Nucleic Acids Res* 33: D334–337.
6. Salgado H, Gama-Castro S, Peralta-Gil M, Diaz-Peredo E, Sanchez-Solano F, et al. (2006) RegulonDB (version 5.0): *Escherichia coli* K-12 transcriptional regulatory network, operon organization, and growth conditions. *Nucleic Acids Res* 34: D394–397.
7. Butte AJ, Tamayo P, Slonim D, Golub TR, Kohane IS (2000) Discovering functional relationships between RNA expression and chemotherapeutic susceptibility using relevance networks. *Proc Natl Acad Sci U S A* 97: 12182–12186.
8. Faith JJ, Hayete B, Thaden JT, Mogno I, Wierzbowski J, et al. (2007) Large-scale mapping and validation of *Escherichia coli* transcriptional regulation from a compendium of expression profiles. *PLoS Biology* 5: e8.
9. Kazakov AE, Cipriano MJ, Novichkov PS, Minovitsky S, Vinogradov DV et al. (2007) RegTransBase-a database of regulatory sequences and interactions in a wide range of prokaryotic genomes. *Nucleic Acids Res* 35: D407–D412.
10. Constantinidou, C, Hobman, JL, Griffiths L, Patel, MD, Penn CW, et al. (2006) A reassessment of the FNR regulon and transcriptomic analysis of the effects of nitrate, nitrite, NarXL, and NarQP as *Escherichia coli* K12 adapts from aerobic to anaerobic growth. *J Biol Chem* 281: 4802–4815.
11. Grainger DC, Aiba H, Hurd D, Browning DF, Busby SJW (2007) Transcription factor distribution in *Escherichia coli*: studies with FNR protein. *Nucleic Acids Res* 35: 269–278.

12. Ernst J, Vainas O, Harbison CT, Simon I, and Bar-Joseph Z (2007) Reconstructing dynamic regulatory maps. *Mol Syst Biol* 3: 74.

How the deposited data were processed for this re-analysis (not part of the article)

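The expression response of a single E. coli chemostat culture to the shift from aerobic to anaerobic growth was measured at 8 time points on 11 two-color arrays. The authors scanned the arrays and normalized the data by a method described in Text S2 and an earlier reference, neither of which was used here. They deposited 1 log10 ratio per feature and array, in 2 tables of 3 and 8 arrays by platform, with no intensities or background, so signal over background is unknown. The scale is not stated in the files and was read as log10 from the number of features that pass the paper's filter. The direction is not stated either and was taken as likely from the order in which the paths of Figure 5A move. The tables were normalized before deposit, and no further normalization was applied in the values reported at the claims.

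Time points and replicate numbers were taken from the sample titles and channel names and checked against the methods. The description field of several samples names another time point and was not used. Technical replicate arrays of 5, 25 and 55 min were averaged. Ratios relative to 0 min were formed by subtracting the 0 min array. The paper's filter keeps features with no more than 2 missing time points and a log10 change of at least 0.3. No test was made between time points, since each was sampled once from 1 culture. The trend over time was tested with limma 3.58.1 in R 4.3.3 against log2(minutes + 1), with Benjamini-Hochberg adjustment at 0.05, for features measured at all 8 time points. This test was tested on simulated data with the residual spread of the 3224 features. Of 200 features given a slope of 0.1, it recovered 89%, with 11 calls among the others. The simulated noise was independent between time points and between features. Serial samples of 1 culture need not be, so these counts do not give the error rate for the real data. Other values were computed in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

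Arrays were grouped by average linkage on the correlation of their empty features. Intervals for random target sets used 10000 draws and the effect of the shared 0 min array 1000 simulations. The rule for the features to be named, set in advance, took the 5 highest and 5 lowest at 55 min among those measured at all time points, changed the same way on both 55 min arrays and past 0.3 at 25, 35 and 45 min too. Because the files do not pair identifiers with genes, at most 2 of each are given. For the same reason, the planned medians of gene sets and the tally of Table 1 genes were not computed. The alternatives were leaving out each technical replicate, centring, scaling, the baseline, the sign of the arrays by dye, the threshold, the missing values, the log base, the time scale, leaving out each time point, and covariates for the dye, the platform and the replicate number. An untested value was called moved when it changed by more than its SD between technical replicates, and a count when it changed by more than 1.5 times.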

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

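The alternatives were fixed before the data were examined, except the covariate for the array group, the random block alone, the exchange of the 25 min arrays and the treatment of a missing 0 min value, which were chosen after the values were seen. The paper's filter passed between 2102 and 2183 features with each technical replicate left out, and stayed within 1.5 times its count of 2093 apart from 1388 at a threshold of 0.4, 141 with the values read as log2 and 433 as natural logs. With a missing 0 min value taken as 0, an alternative chosen after the values were seen, 2327 features passed. The counts at 55 min stayed within 1.5 times of 686 up and 725 down under every alternative run, between 647 and 690 up and between 700 and 725 down with each technical replicate left out. Centring gave 632 up and 782 down.

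The trend counts depended most on the sign of the arrays, which follows the design description, as the channel names of 3 arrays do not settle the dye. With the arrays whose standard carried Cy5 turned, limma called 0 features, 0 rising and 0 falling, with 71 at an unadjusted p below 0.05. The turned arrays include those of 0 and 25 min but not those of 15 and 35 min, so the alternative opposes neighbouring time points by construction. The same holds for the changes of the most activated and repressed features given below, where both 25 min arrays are turned and the 35, 45 and 55 min arrays are not. Unturned, 25 min replicate 1 correlated with the 35 min array at 0.824, which argues against this alternative. Without the 0 min time point, falling features went from 524 to 326, and the cause was not tested. The other alternatives gave between 715 and 1011 features against 962, with 668 without the 0 min time point. With each technical replicate left out the count lay between 828 and 917. With the replicate number as a replicate block over all arrays, limma called 715 features against 825 with the random block alone. The replicate numbers do not pair the samples, as most time points have 1 array.

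The 2 min difference of 0.197 lay between 0.189 and 0.1996 with each technical replicate left out. It was 0.123 over all measured features, 0.152 with all values against the aerobic standard and 0.176 with only the later values against it, changes smaller than the SD of 0.110 between the technical replicates of 5 min. It moved to 0.4001 with the arrays scaled to the same spread, which multiplies the 0 min array by 2.04 and the 2 min array by 1.45 and so enlarges the 2 min change by construction. It reversed to -0.0670 with the arrays turned by dye, which turns the 0 and 2 min arrays but none of the later arrays used and so reverses the 2 min change by construction.

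For the change between consecutive time points, scaling to the same spread gave an SD of 0.290 from 0 to 2 min, 0.251 from 2 to 5 min, 0.203 from 15 to 25 min, 0.186 from 25 to 35 min and 0.163 from 45 to 55 min. Turning by dye gave 0.217 from 2 to 5 min, 0.587 from 15 to 25 min and 0.658 from 25 to 35 min. Over filtered features only, the SD was 0.205 from 0 to 2 min, 0.283 from 15 to 25 min, 0.218 from 25 to 35 min and 0.218 from 45 to 55 min. On arrays of the larger platform alone it was 0.272, 0.227 and 0.226 for the last 3 of these steps. With each technical replicate left out, the SD lay between 0.183 and 0.232 from 2 to 5 min, 0.168 and 0.282 from 5 to 15 min, 0.249 and 0.272 from 15 to 25 min, 0.205 and 0.227 from 25 to 35 min, and 0.203 and 0.226 from 45 to 55 min. It stayed at 0.175 from 0 to 2 min and at 0.0991 from 35 to 45 min.

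The change of the most activated features from 5 to 25 min lay between 0.619 and 0.713 with each technical replicate left out, and was 0.384 after scaling and -0.756 after turning. For the most repressed features it lay between -0.419 and -0.312, and was -0.0940 after scaling and 0.719 after turning. From 25 to 35 min the activated features changed by -0.0274, which became 0.0198 after centring, 0.188 after scaling, 0.0032 with the 25 min arrays exchanged and -1.31 after turning. The repressed features changed by 0.0620, which became 0.109 after centring, 0.105 against the aerobic standard, 0.0670 with the 25 min arrays exchanged, -0.102 after scaling and 1.50 after turning. From 35 to 55 min the activated features changed by 0.0935, which became -0.0633 after scaling and -0.0934 after turning. The repressed features changed by -0.112, which became -0.0462 with the 25 min arrays exchanged, 0.0402 after scaling and 0.0936 after turning. With each technical replicate left out, these 4 changes lay between -0.0274 and -0.0227, 0.0613 and 0.0712, 0.0455 and 0.129, and -0.123 and -0.0509. Scaling multiplied 25 min replicate 2 by 0.748, the 35 min array by 1.07 and the 55 min arrays by 0.755 and 0.703, so it pushes these changes toward the opposite sign by construction. Apart from scaling and turning, only the change of the activated features from 25 to 35 min reversed, with centring and with the 25 min arrays exchanged. Centring subtracts the array medians, 0.0512 on 25 min replicate 2 and 0.00395 at 35 min. It therefore raises both changes from 25 to 35 min by the gap between these medians, by construction. The cause of the reversal with the arrays exchanged was not tested. Leaving out a 25 min array was not run for these 4 changes, since 1 array chooses the features and the other is read. Turning by dye also reversed the correlation of the 2 min value with the later value, from 0.352 to -0.0544.

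The gene set medians, their alternatives and the Table 1 tally were not run, as the files do not pair identifiers with genes. Restricting the filter to features on both platforms removes none, and the baseline does not enter the trend slopes or the SD across features of the change between time points. The files hold no signal over background, so its limit on the values is unknown.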

Other observations

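The tests of the trend against the dye, the platform and the order of the time points, and of the 2 min difference against the shared 0 min array, were set before the result was seen. The other tests here were chosen only after it was seen.

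The 2 min difference between features later up and later down was weighed against 3 technical explanations. With the later values relative to the aerobic standard, the correlation across features fell from 0.352 to 0.232, a drop larger than its SD of 0.0985 between the technical replicates of 5 min. The filter relative to 0 min still chose the features, here and for the single arrays below. What remains is therefore not free of the 0 min array. With all values and the filter against the aerobic standard, the correlation was also 0.232. This argues against the shared 0 min array as the whole of the difference. The 2 min change correlated at 0.271 with the 55 min array on the platform of the 0 min array, and at 0.201 with the 45 min array, which belongs to the other group by empty features. By these values neither the platform nor the array group accounts for the whole of it. The correlation lay between 0.271 and 0.320 for the 25 and 55 min arrays, which share the group of 0 and 2 min. In the other group it was lower, 0.191 at 35 min and 0.201 at 45 min, so a part due to the group stays open. An early response of the culture stays open as a hypothesis, with 1 array for each of the 2 time points.

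Features with the highest later values were not the highest at 2 min. Features were ordered by their later value and divided into 10 bins of 327, with all values relative to the aerobic standard. The 2 min median rose from -0.122 in bin 1, the lowest, to 0.0828 in bin 8 and was 0.0172 in bin 10, the highest. The difference of -0.0656 between bins 10 and 8 compares with an SD of 0.0153 between random bins of this size and does not involve the 0 min array, although the bins compared were picked after their values were seen. Ordered by 55 min replicate 1 alone, on the other platform, the difference was -0.0246. Single arrays on the platform of the 2 min array gave -0.0463 (35 min), -0.0399 (45 min) and -0.0390 (55 min replicate 2), all smaller in size than -0.0656. The sign was the same on both platforms, but -0.0246 is within 2 SDs and comes from 1 array, so the platform stays open. The overall sign was itself taken from which end moves earlier, so this cannot show that induction starts later than repression. With the opposite sign, the same values would describe the most repressed features. No biological explanation was tested.

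The trend was weighed against 4 explanations. Of the 825 features called with a random block alone, 77.3% were also called with the dye of the standard as a covariate, 97.7% with the platform and 99.9% with the array group. In the fit over the 8 time points, which called 962 of 3224 features, the time points were also put in random order. Among 100 orders, the real one included, only 1 gave as many as 962 calls, the real order. The random orders gave a median of 0 calls and at most 746.

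The 0 min array correlated across features between 0.171 and 0.295 with the 4 other arrays whose standard carried Cy5, and between -0.0343 and 0.0589 with the 6 whose standard carried Cy3. The grouping by dye was noticed in these same values and was not tested on others. The dyes come from the design description. For 2 min, 5 min replicate 1 and 25 min replicate 2, which are 3 of the 4 arrays in the Cy5 group, the channel names do not settle the dye, so the grouping rests on the description. The 55 min array on the platform of the 0 min array was at -0.0302 and 5 min replicate 1, of the other array group, at 0.190, which argues against the platform and the array group. A dye bias alone would put the Cy3 arrays as far below 0 as the Cy5 arrays are above it, and their mean was 0.0099. A candidate explanation is a part shared through the labelled standard. The difference between the dye-swapped 5 min arrays should then correlate above 0 with the Cy5 arrays and below 0 with the Cy3 arrays. Of the 4 Cy5 arrays only that of 0 min did so clearly (r = 0.2001), with 0.0139 for 2 min and 0.0260 and 0.0053 for 25 min. The 0 min value is not a separate test. It follows from the correlations of this array with the 5 min arrays, 0.190 and -0.0343, among which the grouping was noticed. Of the Cy3 arrays, those of 15, 35 and 45 min were at -0.250, -0.116 and -0.187 and those of 55 min at -0.0247 and -0.0271. The arrays of 15, 35 and 45 min share the group by empty features with those of 5 min, so their values do not separate the dye from the array group. These values give the explanation little support and leave it open. A mixture of dye bias and a real signal also stays open. Whatever its source, subtracting the 0 min array removes this part from some arrays and adds it to others.

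The SD across features was 0.373 at 25 min, 0.312 at 35 min, 0.287 at 45 min and 0.389 at 55 min, and the ratio of the 45 to the 55 min value was 0.738. The 35 and 45 min arrays belong to one group by empty features and the 25 and 55 min arrays to the other, so a transient decline of the response and a difference between the groups of arrays cannot be told apart, because no time point was measured in both. The highest and lowest paths of Figure 5A show a dip at 45 min as well.

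The later values correlated between features with adjacent identifiers at 0.418, at 0.150 for features 5 identifiers apart and at 0.0167 for features 50 apart. The difference between technical replicate arrays correlated between adjacent features at 0.125 for 5 min, 0.0013 for 25 min and 0.0955 for 55 min. A position effect common to the arrays cancels in such a difference, and the files do not give the place of a feature on the array, so position on the array stays open. The identifiers may also follow the order of genes in the genome, in which case genes of an operon would be adjacent. This was not tested, as the files do not pair identifiers with genes.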
